# Specific 3*-O-*sulfated heparan sulfate domains regulate salivary gland basement membrane metabolism and epithelial differentiation

**DOI:** 10.1038/s41467-024-51862-0

**Published:** 2024-08-31

**Authors:** Vaishali N. Patel, Marit H. Aure, Sophie H. Choi, James R. Ball, Ethan D. Lane, Zhangjie Wang, Yongmei Xu, Changyu Zheng, Xibao Liu, Daniel Martin, Jillian Y. Pailin, Michaela Prochazkova, Ashok B. Kulkarni, Toin H. van Kuppevelt, Indu S. Ambudkar, Jian Liu, Matthew P. Hoffman

**Keywords:** Differentiation, Stem-cell niche, Glycobiology

## Abstract

Heparan sulfate (HS) regulation of FGFR function, which is essential for salivary gland (SG) development, is determined by the immense structural diversity of sulfated HS domains. 3*-O-*sulfotransferases generate highly 3-*O*-sulfated HS domains (3-*O*-HS), and *Hs3st3a1* and *Hs3st3b1* are enriched in myoepithelial cells (MECs) that produce basement membrane (BM) and are a growth factor signaling hub. *Hs3st3a1*;*Hs3st3b1* double-knockout (DKO) mice generated to investigate 3-*O*-HS regulation of MEC function and growth factor signaling show loss of specific highly 3-*O*-HS and increased FGF/FGFR complex binding to HS. During development, this increases FGFR-, BM- and MEC-related gene expression, while in adult, it reduces MECs, increases BM and disrupts acinar polarity, resulting in salivary hypofunction. Defined 3-*O*-HS added to FGFR pulldown assays and primary organ cultures modulates FGFR signaling to regulate MEC BM synthesis, which is critical for secretory unit homeostasis and acinar function. Understanding how sulfated HS regulates development will inform the use of HS mimetics in organ regeneration.

## Abstract (web summary)

The use of heparan sulfate mimetics is an attractive target for organ regeneration. Here, the authors identify how highly 3-*O*-sulfated heparan sulfate domains regulate FGFR signaling and basement membrane metabolism to control epithelial differentiation.

## Introduction

FGFR signaling is required for the development, function, and regeneration of a wide range of organs, including salivary glands (SG)^1,2^. The essential role of FGFR signaling in SGs is highlighted by mutations in FGF10 or FGFR2b, which lead to two rare genetic disorders in humans; aplasia of lacrimal and salivary glands (ALSG: MIM #180920) and lacrimo-auriculo-dento-digital syndrome (LADD: MIM #149730)^3^. In addition, SG dysfunction due to irradiation damage following head and neck cancer therapy or after autoimmune destruction in Sjögren’s disease remains a major clinical challenge, and FGFR signaling is an attractive target for regenerative strategies^4,5^. The functions of many FGFs are regulated by heparan sulfate (HS) either by increasing the affinity of FGF/FGFR signaling complexes or by acting as a reservoir for growth factors on the cell surface or in the basement membrane (BM), a specialized extracellular matrix (ECM) that separates epithelia from stroma.

BMs are highly dynamic during development and important for cell polarity, migration and signaling^6,7^. BM metabolism, a balance of synthesis and proteolysis, is essential for organogenesis and generates BM cleavage products with signaling functions as well as releasing growth factors stored in the BM^8^. BMs are composed of laminin and collagen IV networks that are independent but linked by HS proteoglycans (HSPGs) such as perlecan and collagen 18^9^. We reported that matrix metalloproteinase (MMP)-dependent collagen IV NC1 domain release increases the synthesis of *Col4a2*, *Fgfr1b*, *Fgfr2b* and *Mmp15* expression via β1 integrin and PI3K-AKT signaling, thus coordinating BM metabolism with epithelial proliferation during SMG development^10^. BM assembly is also dependent on HS sulfation as HSPGs interact with the independent networks of laminins and collagen IV to play a major role in the assembly and structure of BMs^11,12^.

Although HS is ubiquitously expressed in cells and in ECM, including the BM, the complex regulation of growth factor binding and signaling is determined by the immense structural diversity of highly sulfated HS domains attached to HSPGs. 3*-O-*sulfation creates the most highly sulfated but rare 3-*O*-sulfated HS domains (3-*O*-HS), which are generated by the largest family of HS biosynthetic enzymes in a spatially and temporally regulated way in different cell types and tissue environments^13^. These enzyme isoforms can generate two types of 3*-O-*HS with specific activities; Hs3st1-like, which binds antithrombin^14^, and Hs3st3-like, which binds HSVgD1^15,16^. Seven enzyme isoforms generate the 3-*O*-sulfated domain, and functional redundancy exists among them. The submandibular gland (SMG) epithelium only expresses four of the seven *Hs3st* sulfotransferases (*Hs3st1*, *Hs3st3a1*, *Hs3st3b1*, *Hs3st6*) in a spatial and temporal manner^15,17^. The expression of fewer enzyme isoforms reduces potential functional redundancy in the tissue making the SMG a useful model to investigate 3-*O*-sulfation. Major issues recently overcome were the biochemical analysis of 3-*O*-HS since 3-*O*-sulfation can cause resistance to enzyme digestion, and how to directly measure whether a genetic deletion of specific 3-*O*-sulfotransferase reduces 3-*O*-HS in tissue^18,19^. Increasing the concentration of heparinase enzymes has also recently enabled the digestion of the more resistant structures to 3-*O*-sulfated disaccharides^20^. In addition, recent chemoenzymatic synthesis of defined 3-*O*-HS structures allows us to investigate their function. These advances allow more specific probing into the study of the 3-*O*-sulfated structure and function relationship of HS.

In SG, *Hs3st3a1* and *Hs3st3b1* are enriched in MECs^17^, which wrap around secretory acinar cells and can act as progenitors during development, homeostasis, and regeneration^21–24^. MEC produce BM proteins such as laminins, fibronectins, HSPGs and collagen IV, and are known to be regulators of tissue polarity^25,26^. Preclinical models show that MECs have bipotent progenitor potential following severe damage, while during homeostasis, they are unipotent and self-maintained^21,27^. We recently showed that nerve growth factor (NGF) drives MEC differentiation during development, and upregulated neurotrophin signaling in human MEC after irradiation for cancer is associated with stress-induced plasticity and lack of regeneration^28^. MECs arise from SG endbud progenitors, which transition from a keratin14 (Krt14)+ multipotent state via two bipotent states, and to a unipotent state during homeostasis^29^. In postnatal glands, MECs act as a signaling hub, expressing FGF7, which activates an acinar transcriptional program^28^ involving both FGFR2^1^ and Kras^29^ signaling to drive acinar differentiation. Single *Hs3st3a1* or *Hs3st3b1* knockout mice have subtle secretory phenotypes, suggesting that the loss of only one *Hs3st3* enzyme is functionally compensated for by another Hs3st3 enzyme.

Here, we generated 3*-O-*sulfotransferase DKO mice to study the function of 3*-O-*sulfation in vivo. We confirmed the loss of specific 3*-O-*sulfated domains using mass spectrometry and analyzed gene expression at multiple stages of SMG development, myoepithelial cell cultures and using defined chemoenzymatically synthesized HS in explant culture to interrogate 3-*O*-sulfated-HS function. We observe a reduction in MEC and ducts in the adult gland and a proportional increase in acinar cells. The secretory units, which contain acinar cells surrounded by MECs and BM, are disrupted, leading to gland hypofunction. We discover that loss of these highly sulfated domains disrupts FGFR signaling, BM metabolism, MEC, and duct development, resulting in secretory unit dysfunction.

## Results

### Generation of the *Hs3st3a1;Hs3st3b1* DKO mice

We previously generated *Hs3st3a1* and *Hs3st3b1* knockout (KO) mice^17^ and have also obtained *Hs3st1* KO mice, all on a C57BL/6 background^30,31^. Both *Hs3st3a1* and *Hs3st3b1* genes are on Chromosome 11 about 511 kb apart, likely a result of a gene duplication event, therefore crossing the single knockouts of *Hs3st3a1* and *Hs3st3b1*^17^ was not feasible. 

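In the mouse annotation GENCODE M21 (GRCm38), *Hs3st3b1* (ENSMUSG00000070407) lies on the minus strand of chromosome 11 from 63885792 to 63922290, and *Hs3st3a1* (ENSMUSG00000047759) lies on the plus strand from 64435332 to 64522841. The interval between these 2 genes measures 513.0 kb. It holds 5 annotated genes, of which *Cox10* is the single protein-coding gene. Each sulfotransferase gene has 1 annotated transcript with 2 exons. Exon 1 of *Hs3st3a1* runs from 64435332 to 64436626 and holds 560 coding bases, and exon 2 runs from 64520198 to 64522841 and holds 619. Exon 1 of *Hs3st3b1* runs from 63921334 to 63922290 with 554 coding bases, and exon 2 from 63885792 to 63889745 with 616.

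**Figure D1:**
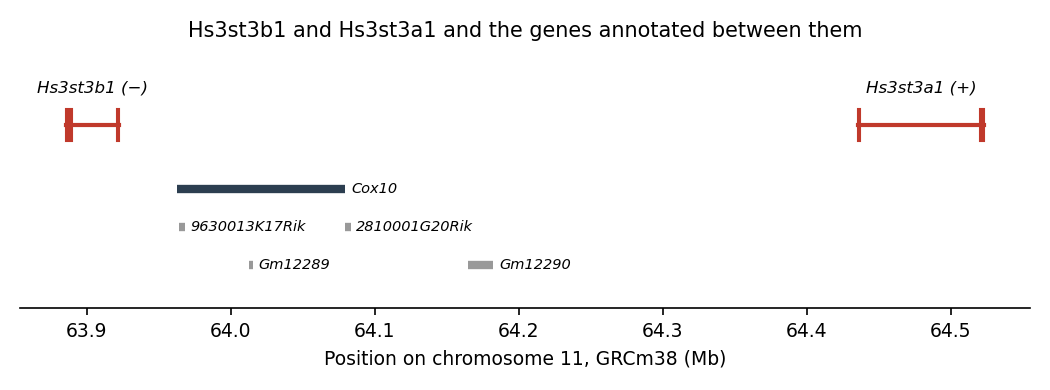
Map of the interval on chromosome 11 in GRCm38, with position in Mb on the horizontal axis. Red bars mark the exons of *Hs3st3b1* and *Hs3st3a1*, with the strand in brackets, the dark bar is *Cox10* and the grey bars are the 4 other genes annotated between them.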

To generate DKO mice, zinc finger nuclease (ZFN) targeting of mRNAs to exon 1 of *Hs3st3a1* were microinjected into single-cell *Hs3st3b1* heterozygous embryos and transferred to pseudo-pregnant recipients. Of 119 live births, cleaved DNA was detected from 22 pups by T7 endonuclease assays. Sequencing PCR products from tail snip DNA identified seven founders with frameshift deletions that introduced a premature stop codon. These founders were bred with wildtype (WT) mice, and three founders were selected with deletion of both *Hs3st3a1* and *Hs3st3b1* segregated on the same allele. Founders B9, B14 and D6 had 10, 26 and 22 base pair deletions, respectively, in *Hs3st3a1* (Supplementary Fig. 1a). These mice were sequenced to confirm the nucleotides were deleted in *Hs3st3a1* (Supplementary Fig. 1b) and PCR detection of the LacZ cassette, to determine loss of *Hs3st3b1* (Supplementary Fig. 1c). The *Hs3st3* heterozygous mice were intercrossed, and phenotypic characterization was performed on offspring. The DKO mice were viable, fertile and obtained at the expected mendelian ratios with Chi-square analysis showing no significant difference (Fig. 1a). In contrast to the single KO strains^17^, DKO mice were ~25% smaller in size than their WT littermates (Fig. 1b). Further, gross anatomic analyses of adult SMGs showed relatively larger glands in DKO compared to WT when normalized to the body weights (Fig. 1b). Taken together, this suggested that DKO mice have less functional redundancy than single KO strains.

**Fig. 1:**
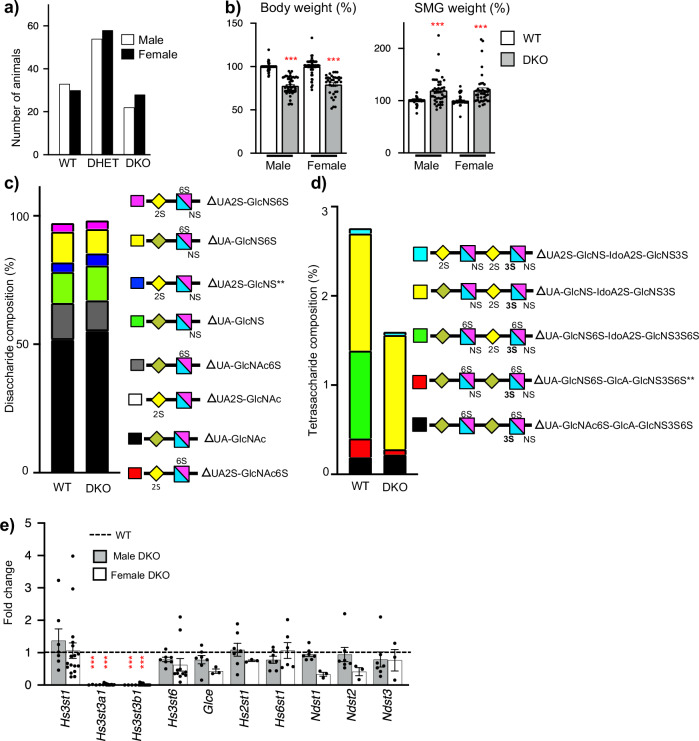
DKO mice are viable but are smaller, with larger SMGs, and have a reduction in specific 3-*O*-sulfated tetrasaccharides compared to WT. **a** Data shown are the number of mice of a given genotype for each sex derived from 25 independent litters obtained from heterozygous crosses. Chi-square analysis shows no significant difference from the expected ratios. **b** Body weight and SMG weight of adult male and female mice normalized to body weight and WT. Error bars are SM. Body weight: *n* = 65 (WT-male), 51 (DKO-male), 49 (WT-female) and 35 (DKO-female) mice. SMG weight: *n* = 63 (WT-male), 46 (DKO-male), 47 (WT-female) and 42 (DKO-female). Unpaired two-tailed *t*-test. ***p < 0.0001, compared to WT. **c**, **d** Mass spec analysis of HS disaccharides and tetrasaccharides in adult male SMGs. Analysis of HS disaccharide (**c**) and tetrasaccharide (**d**) composition between WT and DKO SMGs. All data shown is averaged and presented as stacked bar graphs. *n* = 3 biological repeats for each group. Paired two-tailed *t*-test compared to WT, ΔUA2S-GlcNS **p = 0.004, and ΔUA-GlcNS6S-GlcA-GlcNS3S6S **p = 0.0057. ΔUA2S-GlcNAc6S not detected in WT and DKO SMGS. ΔUA-GlcNS6S-IdoA2S-GlcNS3S6S not detected in DKO SMGs. **e** Gene expression changes in HS biosynthetic enzymes in both male and female DKO SMGs normalized to the respective male or female WT SMGs and *Rps29*. Error bars are SM. *n* = 7 for WT-M and DKO-M SMGs. *n* = 3 for WT-F (*Glce* and *Hs2st1*) and DKO-F (*Glce, Hs2st1, Ndst1, Ndst2 and Ndst3), n* = 6 for WT-F (*Ndst2, Ndst3*) and DKO-F (*Hs6st1*), *n* = 10 for WT-F (*Hs3st3b1* and *Hs3st6), n* = 11 DKO-F (*Hs3st6*), *n* = 14 DKO-F (*Hs3st3a1 and Hs3st3b1*), *n* = 15 WT-F (*Ndst1), n* = 16 WT-F (*Hs3st1 and Hs3st3a1*), *n* = 17 DKO-F (*Hs3st1*) and *n* = 18 DKO-F (*Hs6st1*). Unpaired two-tailed *t*-test compared to WT, ***p < 0.0001 for *Hs3st3a1* and *Hs3st3b1* in DKO-male and DKO-female. Source data are provided as a Source Data file.

### DKO SMGs have loss of highly sulfated 3*-O-*sulfated tetrasaccharides

The genetic deletion of two sulfotransferases within a large family that may have functional redundancy highlighted the need to determine whether 3*-O-*sulfation was reduced in DKO HS. Disaccharide analysis after bacterial heparin lyase depolymerization leaves enzyme-resistant 3*-O-*sulfated tetrasaccharides that until recently could not be resolved due to lack of tetrasaccharide standards, but recent advances in LC-MS/MS methods have overcome this barrier^18–20^. We analyzed both non-3*-O-*sulfated disaccharides and 3-*O*-sulfated tetrasaccharides in the male SMGs from DKO and the single KOs of *Hs3st1*, *Hs3st3a1* and *Hs3st3b1*. (Fig. 1c, d and Supplementary Fig. 1d, e). Disaccharide analysis showed a significant increase in ΔUA2S-GlcNS and an increasing trend for ΔUA-GlcNS, while other disaccharides showed no differences in the DKO SMGs compared to the WT (Fig. 1c). Disaccharide analysis in the single knockouts did not show any differences compared to the WT control (Supplementary Fig. 1d).

Interestingly, tetrasaccharide analysis resolved 5 different 3*-O-*sulfated tetrasaccharides in WT HS. One tetrasaccharide, ΔUA-GlcNS6S-IdoA2S-GlcNS3S6S, was not detected in the DKO, *Hs3st3a1* KO and *Hs3st3b1* KO (Fig. 1d, Supplementary Fig. 1e). This most highly sulfated tetrasaccharide is predicted to be the product of HS3ST3 enzymes. In addition, ΔUA-GlcNS-IdoA2S-GlcNS3S, which is also predicted to be a product of HS3ST3 enzymes, was not significantly decreased in the DKO, *Hs3st3a1*, or *Hs3st3b1* KO SMGs. The tetrasaccharide, ΔUA-GlcNS6S-GlcA-GlcNS3S6S, containing 3*-O-*sulfation correlating to the antithrombin binding site proposed to be generated by HS3ST1 significantly decreased in the DKO HS (Fig. 1d), but not in the *Hs3st3a1*, *Hs3st3b1* and *Hs3st1* KO SMGs compared to WT. Interestingly, ΔUA-GlcNAc6S-GlcA-GlcNS3S6S was not detected in the SMGs of *Hs3st1* KO SMGs (Supplementary Fig. 1e), whereas no differences were detected in Hs3st3 KO mice.

Direct comparison of male and female SMGs within the same analytical batches showed overall more differences in the HS composition of the disaccharides than the tetrasaccharides between WT males and WT females. Specifically, UA-GlcNAc, UA2S-GlcNAc, and UA2S-GlcNAc6S disaccharides were increased, whereas UA-GlcNAc6S and UA-GlcNS6S were reduced in WT female SMGs compared to WT male SMGs (Supplementary Fig. 1f). Only tetrasaccharide UA2S-GlcNS-IdoA2S-GlcNS3S was different in the SMGs of the two sexes (Supplementary Fig. 1g). The DKO SMGs were more similar in their HS with only UA2S-GlcNAc6S and UA2S-GlcNS being different. Further work is needed to fully understand the biological significance of these differences, however, this analysis showed that both males and females have altered HS composition in the SMGs of DKO mice.

Quantitative PCR analysis in the adult DKO SMGs showed, as expected, no expression of *Hs3st3a1* and *Hs3st3b1*, while other HS enzymes in DKO SMGs were comparable to the WT (Fig. 1e). Both WT and DKO adult SMG had no detection of *Hs3st2*, *Hs3st4*, *Hs3st5*, *Hs6st3*, and *Ndst4*.

Taken together, these analyses confirm there is a significant decrease in both ΔUA-GlcNS6S-IdoA2S-GlcNS3S6S and ΔUA-GlcNS6S-GlcA-GlcNS3S6S tetrasaccharides generated by Hs3st3 enzymes without compensatory upregulation of other biosynthetic enzymes in DKO SMG.

### Adult DKO SMGs have a disrupted epithelial compartment

The murine SMG is sexually dimorphic; males have larger granular ducts with prominent pink granular cytoplasm compared to those of the female (Fig. 2a, arrows). When compared to WT, the gross morphology of DKO SMG in both sexes showed a reduction in granular ducts and an increase in acinar cells per area (Fig. 2a), suggesting the epithelial progenitor niche may be affected.

**Fig. 2:**
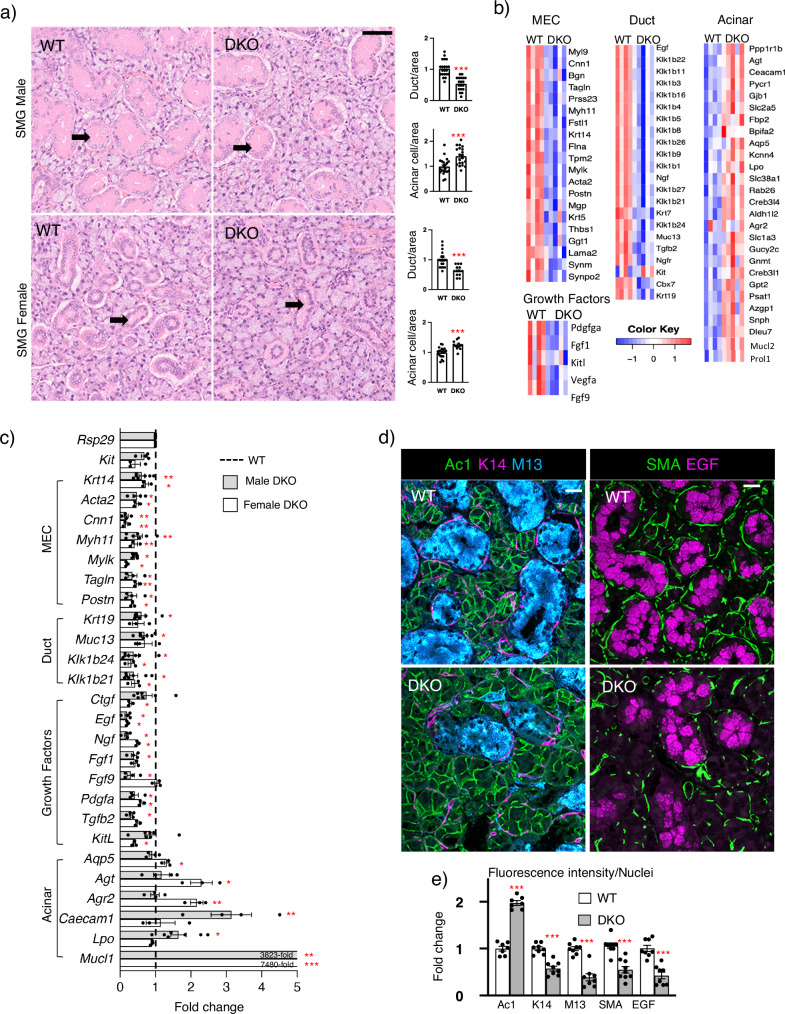
DKO SMGs have fewer ducts and MECs and relatively more acini compared to WT, reflected in RNAseq analysis, qPCR and immunostaining. **a** Representative H&E images of adult male (M) and female (F) WT and DKO SMGs. Arrows point to granular ducts. Scale bar = 50 μm. Ducts and acinar cells quantified per area normalized to the WT. *n* = 4 (WT-M, DKO-M, and WT-F) and *n* = 3 (DKO-F) SMGs with multiple areas quantified (WT-M: *n* = 21, DKO-M: *n* = 20, WT-F: *n* = 19, DKO-F: *n* = 12). Unpaired two-tailed *t*-test. DKO-M acini ***p = 0.0004, DKO-M duct ***p < 0.0001, DKO-F acini ***p = 0.0004, and DKO-F duct ***p < 0.0001 compared to WT. **b** RNAseq analysis of DKO SMGs identifies reduced MEC and duct genes with the increase of some acinar genes. Heatmaps of DEGs expressed by MEC, ductal and acini in DKO-M SMGs (*n* = 5) compared to WT-M (*n* = 4). The color scale represents scaled gene expression values. DEGs obtained using a non-parametric Wald test with Benjamini–Hochberg adjustment (*p*-value < 0.05 and fold change > 2). **c** qPCR confirmed gene expression changes in female and male SMGs normalized to *Rps29* and respective sex-matched WT (dotted line). WT-F and DKO-F: *n* = 3. WT-M and DKO-M: *n* = 4 or 7 SMGs. Unpaired two-tailed *t*-test compared to sex-matched WT (DKO-M: *Krt14* **p = 0.0045, *Acta2* *p = 0.0188, *Cnn1* **p = 0.0091, *Myh11* **p = 0.0086, *Mylk* *p = 0.0157, *Tagln* *p = 0.0139, *Postn* *p = 0.0152, *Krt19* *p = 0.0127, *Muc13* *p = 0.0206, *Klk1b24* *p = 0.0183, *Klk1b21* *p = 0.0382, *Egf* *p = 0.0202, *Ngf* *p = 0.0107, *Fgf1* *p = 0.0159, *Fgf9* *p = 0.0167, *Pdgfa* *p = 0.0109, *Tgfb2* *p = 0.0284, *Mucl1* ***p < 0.0001, *Lpo* *p = 0.0338, *Caecam1* **p = 0.0058. DKO-F: *Krt14* *p = 0.0232, *Acta2* *p = 0.0186, *Cnn1* **p = 0.0010, *Myh11* **p = 0.0082, *Mylk* *p = 0.0321, *Tagln* **p = 0.0026, *Postn* *p = 0.0418, *Klk1b24* *p = 0.0421, *Klk1b21* *p = 0.0210, *Ctgf* *p = 0.0191, *Egf* *p = 0.0354, *Ngf* *p = 0.0226, *Pdgfa* *p = 0.0112, *Kitl* *p = 0.0380, *Aqp5* *p = 0.0163, *Agt* *p = 0.0433, *Mucl1* ***p = 0.0004, *Agr2* **p = 0.0092). **d** Confocal imaging of WT-M and DKO-M SMGs showing Acinar1 (Ac1, green), Keratin-14 (K14, magenta), Mucin13 (M13, cyan), SMA (green) and EGF (magenta) immunostaining. Scale bar = 20 µm. **e** Quantification of staining normalized to the WT SMGs and nuclei. *n* = 7 (Ac1), 8 (K14, MUC13, EGF) and 9 (SMA) glands. Unpaired two-tailed *t*-test compared to WT. Ac1 ***p < 0.0001, K14 ***p < 0.0001, MUC13 ***p < 0.0001, SMA ***p = 0.0001, EGF ***p = 0.0002. All graphs show Mean ± SM. Source data are provided as a Source Data file.

To identify transcriptional changes in the DKO adult SMGs, RNAseq analysis was performed with selection parameters including a two-fold change in expression with an adjusted *p*-value of 0.05. 

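The RNAseq data analysed here came from the SMGs of 4 WT and 5 DKO male mice, with 1 unstranded Nextera XT library per mouse. The female libraries were not analysed here. The authors deposited the number of reads counted on 48709 genes, 17 transgene rows and 7 spike-in rows without normalization, the same counts after a filter that kept 17562 rows, and these filtered counts as TMM-normalized CPM (reads of a gene relative to the library size). The paper's text names no aligner, annotation or filter for these files. Total counts ranged from 20653492 to 37870519 in WT (median 22301326) and from 17053747 to 34683690 in DKO (median 26682224). Here the unfiltered counts were normalized by edgeR's TMM method and DKO was compared with WT by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 13842 genes that passed edgeR's filter on low counts. Fold changes are DKO over WT. The paper's methods name DESeq2's Wald test with Benjamini-Hochberg adjustment, which was run beside it on the same counts. An exact permutation test over the 126 splits of the 9 libraries into 4 and 5 was used for single values. It was two-sided, and the smallest p it can give is 0.00794. The deleted genes were read first in each library. *Hs3st3a1* (ENSMUSG00000047759) had 7, 3, 14 and 9 counts in the 4 WT libraries and 0 in each of the 5 DKO libraries. It was at least 2.05-fold lower in DKO, against a floor of 3 counts, and its counts were too low for the filter. *Hs3st3b1* (ENSMUSG00000070407) had 67, 126, 216 and 125 counts in WT and 19, 45, 22, 30 and 7 in DKO. Its normalized values were 4.49 ± 1.03 CPM in WT (SD, n = 4) and 1.02 ± 0.547 CPM in DKO (SD, n = 5), a log2 fold change of -2.11 (standard error 0.34, adjusted p = 0.0478, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By qPCR, the paper found this gene not expressed in adult DKO SMGs. Which part of the gene the remaining DKO reads match was not examined here, so they do not show an intact transcript. A row for a neomycin resistance cassette had 0 counts in each WT library and 22, 32, 34, 23 and 10 counts in the DKO libraries. The Y-linked gene *Ddx3y* had 370 to 1375 counts per library and *Xist* had 0 or 1.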

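Of the 13842 genes tested in the male libraries, 87 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 higher and 64 lower in DKO. Of these, 65 also changed at least 2-fold. Their adjusted p-values lay between 0.0222 and 0.0497. The count depended on the tool and on single libraries. DESeq2's Wald test on the same counts gave 616 genes, 245 higher and 371 lower, of which 254 changed at least 2-fold and which included all 87. With 1 library left out in turn, edgeR gave 0 genes without WT replicate 1, 3 or 4 or DKO replicate 2 or 5, 1 without DKO replicate 1, 2 without DKO replicate 3, 306 without WT replicate 2 and 441 without DKO replicate 4. At least 1348 genes had an unadjusted p under 0.05 in each of these 9 fits. DESeq2 gave between 266 genes, without WT replicate 1, and 887, without DKO replicate 4, when libraries were left out in the same way. The 20 named genes past the edgeR threshold were all called without WT replicate 2 or DKO replicate 4, and with any other library left out the only one called was *Tpm2*, without DKO replicate 3 (adjusted p = 0.0338, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of the 4 WT and 5 DKO libraries did not overlap for 831 tested genes, or 6.00%, where chance gives 1.59%. Among the genes called at 2-fold whose groups did not overlap, the largest increases were those of the neomycin cassette row, *St3gal1* (log2 fold change 2.95, standard error 0.56), *Dleu7* (2.73, 0.42), *Snph* (2.56, 0.48) and *Pde3b* (2.48, 0.41). The cassette row was at 0 in WT and at least 9.29-fold higher in DKO. The largest decreases were those of *Acta1* (-3.65, 0.51), *Klk1b27* (-2.99, 0.58), *Klk1b10-ps* (-2.93, 0.45), *Klk1b14-ps* (-2.73, 0.53) and *Gm10032* (-2.69, 0.52).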

We identified 451 and 621 differentially expressed genes (DEGs) between DKO and WT littermates in female and male SMGs, respectively (Supplementary Data 1). Of these, 111 DEGs were common to male and female DKO compared to the WT. 

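In the male libraries, 110 of these 111 genes passed the filter on low counts. All 56 genes that Supplementary Data 1 lists as increased in common were higher in DKO, with a median log2 fold change of 0.81. All 54 tested genes that it lists as decreased were lower, with a median of -1.22. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 21 of the 110 had an adjusted p-value under 0.05, 10 higher and 11 lower. DESeq2's Wald test called 108. The study chose the 111 genes in part from these male libraries, so their directions and these counts are not independent evidence. The directions in the female libraries were not analysed here.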

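The genes named in the male heatmaps of Fig. 2b were tested as lists. Each list was scored in each library as the mean log2 CPM of its genes relative to the WT mean. The 20 MEC genes had a median log2 fold change of -1.07, and all 20 were lower in DKO. Their score was -1.10 ± 0.38 in DKO (SD, n = 5) against a WT spread of 0.30 (SD, n = 4), and each DKO library lay under each WT library (exact permutation test, p = 0.0159). The 22 duct genes had a median of -1.84, with 21 lower and *Kit* higher by 0.16. Their score was -1.80 ± 0.85 in DKO (SD, n = 5), again under each WT library (exact permutation test, p = 0.00794). The median of the 27 acinar genes was 0.82, all 27 higher, and their score was 1.10 ± 0.35 in DKO (SD, n = 5), above each WT library (exact permutation test, p = 0.0159). The 5 growth factor genes had a median of -1.03, all 5 lower, and the scores of 4 of the 5 DKO libraries lay under each WT library (exact permutation test, p = 0.0238). Over 11 lists, limma's camera test with its preset correlation of 0.01 gave Benjamini-Hochberg adjusted p-values of 8.31e-36 for the MEC list, 8.31e-36 for the duct list, 7.11e-31 for the acinar list and 1.56e-09 for the growth factor list. Beside the exact permutation tests, the rotation test fry gave p = 0.00163, 0.00195, 0.00374 and 0.00556 for the same lists. Leaving out 1 library at a time kept the medians between -1.22 and -0.93 for MEC, -2.08 and -1.58 for duct, 0.68 and 0.95 for acinar and -1.24 and -0.86 for growth factor genes. With adjusted p-values over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 6 MEC, 2 duct, 6 acinar and 2 growth factor genes. When adjusted over the list alone, it called 20, 21, 25 and 4. The lists were chosen by the study from these libraries, so the counts over the lists and the list tests are not independent evidence.

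**Figure D2:**
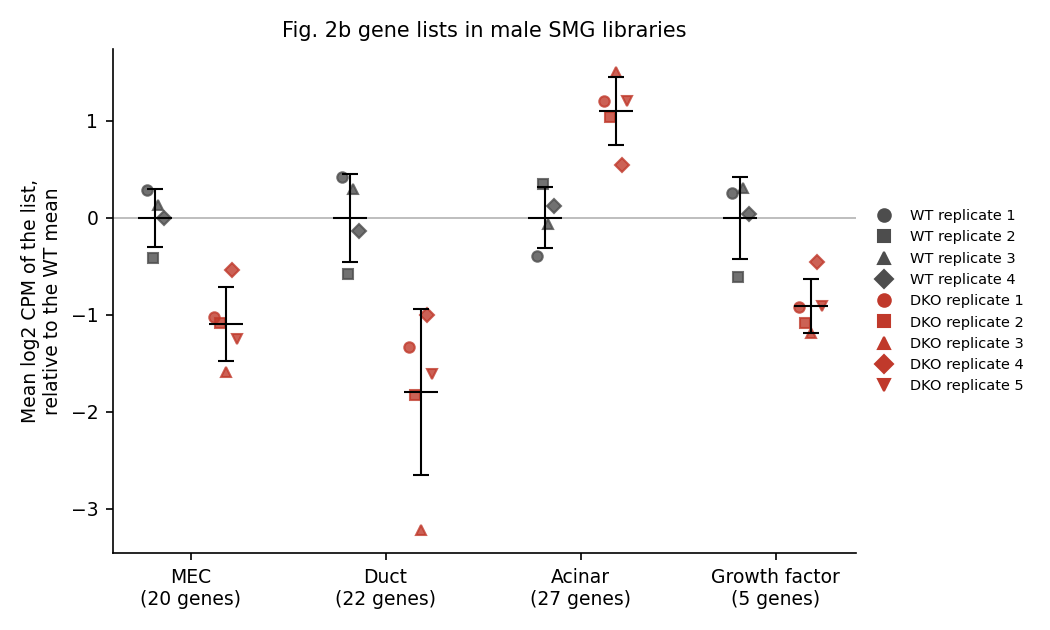
Score of each Fig. 2b gene list in each male library, as the mean log2 CPM of its genes relative to the WT mean. Each symbol is 1 library, bars are means and whiskers are SD (n = 4 WT, n = 5 DKO), and among the DKO libraries replicate 4 lies nearest to WT in each list.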

Mining previous scRNAseq analysis of adult SMGs^24^, we generated cell-type-specific heatmaps of DEGs in male and female SMGs (Fig. 2b, Supplementary Fig. 2a). 

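Each of the 27 acinar genes in the male heatmap of Fig. 2b had a positive log2 fold change in DKO, from 0.14 to 6.65, and 11 of them rose at least 2-fold. The highest value, that of *Bpifa2*, rested on DKO replicate 1, with 253648 counts against 99 to 1924 in the other 8 libraries, and fell to 2.00 without that library. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of the 27 passed an adjusted p-value of 0.05, out of 23 genes called higher. DESeq2 called 22 of the 27, out of 245 genes called higher.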

Consistent with gross morphology, the majority of upregulated genes were acinar markers. *Aqp5*(Aquaporin 5), *Agt* (angiotensinogen), *Mucl1* (Mucin-like 1) and *Agr2* (protein disulfide isomerase), were all increased in female DKO, whereas *Lpo*, *Mucl2* and *Caecam1* were increased in male (Fig. 2b, c). 

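Only the male libraries were analysed here. *Mucl2* (ENSMUSG00000036925, chromosome 15), which had the highest share of counts of any gene, measured 145769 ± 28897 CPM in WT (SD, n = 4) and 227553 ± 44118 CPM in DKO (SD, n = 5). Its log2 fold change was 0.64 (standard error 0.30, adjusted p = 0.356, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 gave an adjusted p of 0.0117, within a range of 0.0117 to 0.879 over the alternative settings. For *Lpo* (ENSMUSG00000009356, chromosome 11) the values were 639 ± 174 CPM in WT (SD, n = 4) and 1010.4 ± 279 CPM in DKO (SD, n = 5), a log2 fold change of 0.66 (standard error 0.24, adjusted p = 0.224, same test with Benjamini-Hochberg adjustment). *Ceacam1* (ENSMUSG00000074272, chromosome 7) measured 96.7 ± 8.71 CPM in WT (SD, n = 4) and 121 ± 13.2 CPM in DKO (SD, n = 5), a log2 fold change of 0.33 (standard error 0.11, adjusted p = 0.199, same test with Benjamini-Hochberg adjustment). All 5 DKO libraries lay above all WT libraries for *Ceacam1*, and 4 of 5 for *Mucl2* and *Lpo*, with exact permutation p-values of 0.0159, 0.0238 and 0.0397. Adjusted over the 27 genes of the acinar heatmap alone, a list that the paper chose from these libraries, *Lpo* and *Ceacam1* had p = 0.0190 and 0.0158 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, beside those exact permutation tests. The log2 fold change stayed positive with each library left out, at 0.54 to 0.74 for *Mucl2*, 0.49 to 0.78 for *Lpo* and 0.27 to 0.38 for *Ceacam1*. *Mucl2* has a paralog, *Mucl1*, on the same chromosome, and the authors' counting of reads that match both was not stated.

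**Figure D3:**
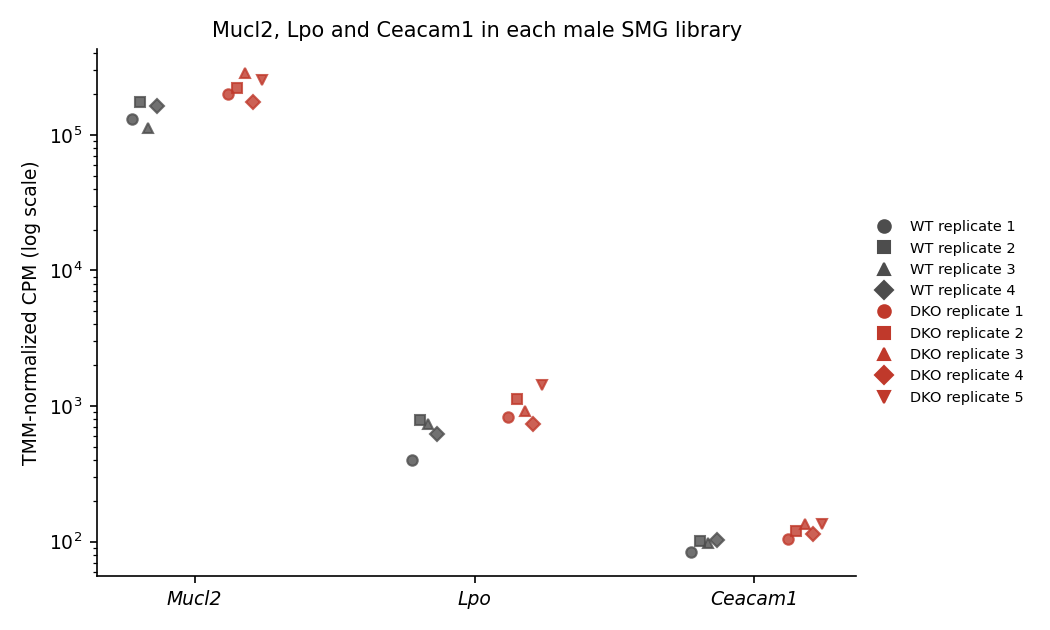
TMM-normalized CPM of *Mucl2*, *Lpo* and *Ceacam1* in each male library, on a log scale. Each symbol is 1 library, and for *Ceacam1* the 5 DKO libraries all lie above the 4 WT libraries.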

There was decreased ductal gene expression of the entire *Mus musculus* species-specific kallikrein-related peptidases (KLK) subfamily Klk1b (Fig. 2b, c), which are serine proteases expressed by granular ducts^32,33^. 

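The 13 protein-coding Klk1b genes lie within 43950664 to 44220703 on chromosome 7 of GRCm38. All 13 were lower in the male DKO libraries, with log2 fold changes from -2.99 (*Klk1b27*) to -1.31 (*Klk1b5*) and a median of -2.06, and each of the 5 DKO libraries lay under each WT library for all of them. The most abundant, *Klk1b26* (ENSMUSG00000053719), measured 35179 ± 11288 CPM in WT (SD, n = 4) and 10999 ± 5311 CPM in DKO (SD, n = 5), a log2 fold change of -1.68 with a standard error of 0.41. *Klk1b24* and *Klk1b21* had log2 fold changes of -2.43 and -2.11, with standard errors of 0.51 and 0.47. *Klk1b27* had an adjusted p of 0.0478 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the adjusted p-values of the other 12 lay between 0.0513 and 0.117. DESeq2's Wald test called all 13, and edgeR called all 13 when adjusted over the list alone, a list chosen from these libraries. As a list, they had an adjusted p of 2.89e-26 by camera, p = 0.00450 by fry and p = 0.0159 by the exact permutation test on the list score. DKO replicate 3 had the lowest list score, -4.16, against -1.20 to -2.20 in the other DKO libraries. These genes are close copies of one another, so reads may have been split between them in the authors' counting, and the values of single members are uncertain.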

Other downregulated DEGs granular duct genes were growth factors *Egf* and *Ngf*. 

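*Egf* (ENSMUSG00000028017, chromosome 3) measured 6237 ± 2337 CPM in WT (SD, n = 4) and 1656 ± 875 CPM in DKO (SD, n = 5), a log2 fold change of -1.91 (standard error 0.45, adjusted p = 0.0670, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in each DKO library than in each WT library (exact permutation test, p = 0.0159). DESeq2's adjusted p-value was 0.00193, and the alternative settings gave 0.00189 to 0.242. The log2 fold change stayed within -2.16 to -1.66 with each library left out.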

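Of the 22 duct genes in the male heatmap, 16 are in both the male and the female part of Supplementary Data 1. In the male libraries analysed here, the median log2 fold change of these 16 genes, DKO over WT, was -2.03. The paper's table, which lists WT over DKO, has a median of 2.04 for them in males and 0.771 in females, and the male value is the larger of the 2 for all 16. The female values are the paper's, and the difference between the sexes was not tested here.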

In general, duct specific genes were reduced more in male DKO SMGs, consistent with the predominance of granular ducts in the male murine SMG. Surprisingly, we detected a reduction in MEC genes despite secretory units being proportionally increased in DKOs. 

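The MEC genes *Acta2*, *Cnn1*, *Tagln*, *Myh11*, *Myl9*, *Mylk*, *Tpm2*, *Lama2*, *Krt14* and *Postn* had log2 fold changes from -1.47 to -0.70 in the male DKO libraries, with a median of -1.08, and all 10 were lower. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 of them passed an adjusted p-value of 0.05, and all 10 did so when adjusted over the list alone and by DESeq2. In the heatmap list of 20 MEC genes, DESeq2 called 19, all but *Krt5*. From the enrichment of *Hs3st3a1* and *Hs3st3b1* in MECs, the paper puts forward, as a possibility, a cell-autonomous role for 3-*O*-sulfated HS in the differentiation or maintenance of MECs.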

*Hs3st3a1* and *Hs3st3b1* are enriched in MECs^17^, suggesting a cell-autonomous role for 3-*O*-sulfated HS in MEC differentiation and/or maintenance.

Validation of RNAseq by qPCR (Fig. 2c) confirmed the overall trends measured in male and female SMGs. 

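*Tpm2* (ENSMUSG00000028464, chromosome 4) measured 27.9 ± 3.61 CPM in WT (SD, n = 4) and 13.1 ± 2.11 CPM in DKO (SD, n = 5), a log2 fold change of -1.09 (standard error 0.14, adjusted p = 0.0312, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tagln* (ENSMUSG00000032085, chromosome 9) measured 100.2 ± 28.3 CPM in WT (SD, n = 4) and 36.1 ± 12.3 CPM in DKO (SD, n = 5), with a log2 fold change of -1.47 (standard error 0.26). The most abundant of the contractile genes, *Acta2* (ENSMUSG00000035783, chromosome 19), measured 489 ± 86.3 CPM in WT (SD, n = 4) and 232 ± 72.9 CPM in DKO (SD, n = 5), a log2 fold change of -1.07 (standard error 0.22). The log2 fold changes of *Cnn1*, *Myh11*, *Myl9* and *Mylk* were -1.35, -1.06, -1.01 and -1.33, with standard errors of 0.27, 0.19, 0.18 and 0.26. Each of these 7 genes was lower in all 5 DKO libraries than in any WT library. Adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0478 for *Tagln*, *Myh11* and *Myl9*, 0.0479 for *Mylk*, and 0.0506 for *Acta2* and *Cnn1*, which did not pass 0.05. *Lama2* (ENSMUSG00000019899, chromosome 10) was at a lower level, 4.43 ± 0.466 CPM in WT (SD, n = 4) and 2.53 ± 0.823 CPM in DKO (SD, n = 5), with a log2 fold change of -0.78 (standard error 0.23, adjusted p = 0.132, same test with Benjamini-Hochberg adjustment). DESeq2 called all 8, with adjusted p-values of 0.0332 for *Lama2* and 3.20e-04 for *Acta2*. Over the alternative settings the adjusted p ranged from 0.0331 to 0.377 for *Lama2* and from 3.14e-04 to 0.199 for *Acta2*.

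**Figure D4:**
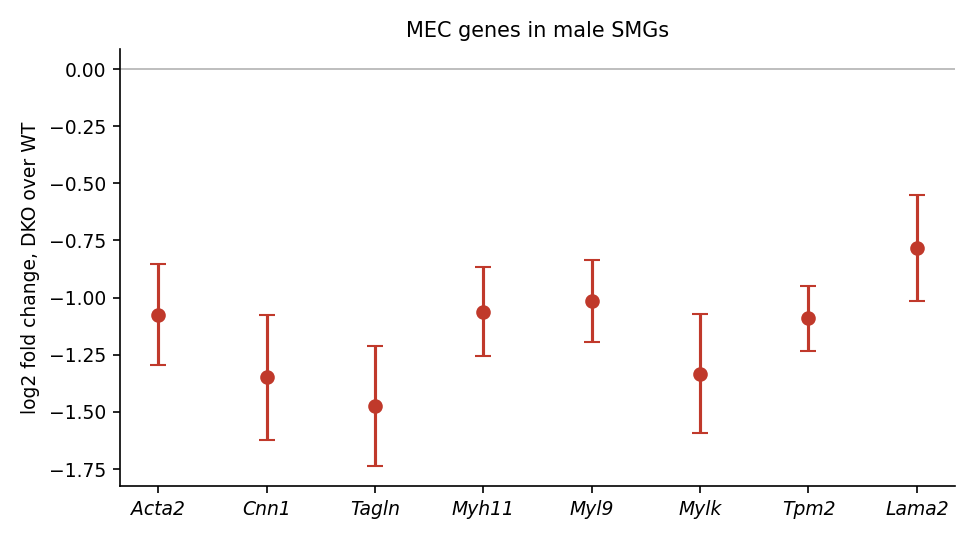
Log2 fold change, DKO over WT, of 7 contractile genes and *Lama2* in male SMGs from edgeR's fit, with whiskers of 1 standard error (n = 4 WT, n = 5 DKO). All 8 points lie under 0, from -1.47 for *Tagln* to -0.78 for *Lama2*.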

Examples of MEC genes that were reduced in expression include those for contractile proteins such as *Acta2* (Smooth muscle actin), *Cnn1* (calponin 1), *Tagln* (transgelin), *Myh11* (myosin heavy chain 11)*, Myl9* (myosin light chain 9), *Mylk* (myosin light chain kinase) and *Tpm2 (*tropomyosin 2*)*, as well as the BM component, *Lama2* (laminin alpha 2). In addition, *Krt14* and *Postn* (a secreted ECM protein involved in integrin-mediated cell migration), which are expressed in both MECs and basal ducts, were also reduced. 

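In the male libraries *Krt14* (ENSMUSG00000045545, chromosome 11) measured 38.9 ± 7.36 CPM in WT (SD, n = 4) and 23.9 ± 4.08 CPM in DKO (SD, n = 5), a log2 fold change of -0.70 (standard error 0.15, adjusted p = 0.0570, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 5 DKO libraries lay under each WT library. *Postn* (ENSMUSG00000027750, chromosome 3) measured 13.6 ± 4.13 CPM in WT (SD, n = 4) and 5.73 ± 1.49 CPM in DKO (SD, n = 5), a log2 fold change of -1.24 (standard error 0.23, adjusted p = 0.0478, same test with Benjamini-Hochberg adjustment), with all 5 DKO libraries under each WT library. Exact permutation tests gave p = 0.0238 for *Krt14* and 0.00794 for *Postn*. DESeq2 called both.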

DEGs included growth factor genes such as *Ctgf*, *Fgf1*, *Fgf9*, *Pdgfa*, *Tgfb2*, and *Kitl*, which were all confirmed by qPCR in the male and/or female DKO SMG.

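In the male libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 3 of these 6 genes. *Fgf9* (ENSMUSG00000021974, chromosome 14) measured 10.0 ± 3.03 CPM in WT (SD, n = 4) and 3.64 ± 1.20 CPM in DKO (SD, n = 5), a log2 fold change of -1.47 (standard error 0.26). *Tgfb2* (ENSMUSG00000039239, chromosome 1) measured 65.0 ± 11.6 CPM in WT (SD, n = 4) and 31.7 ± 6.49 CPM in DKO (SD, n = 5), with a log2 fold change of -1.04 (standard error 0.16). For *Pdgfa* (ENSMUSG00000025856, chromosome 5) the log2 fold change was -0.70 (standard error 0.12). The adjusted p-value of each was 0.0478 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Fgf1* (ENSMUSG00000036585, chromosome 18) changed by -1.09 (standard error 0.24, adjusted p = 0.0570, same test with Benjamini-Hochberg adjustment), and DESeq2 called it with an adjusted p of 0.00134, within 0.00134 to 0.221 over the alternative settings. *Ctgf*, listed as *Ccn2* (ENSMUSG00000019997), changed by -0.13 (standard error 0.29, adjusted p = 0.899, same test with Benjamini-Hochberg adjustment), less than the spread between libraries, and was higher by 0.03 without DKO replicate 3. *Kitl* (ENSMUSG00000019966) changed by -0.38 (standard error 0.18, adjusted p = 0.358, same test with Benjamini-Hochberg adjustment), with 1 of 5 DKO libraries under each WT library. Neither *Ccn2* nor *Kitl* passed the threshold in the alternative settings in which single genes were listed.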

We performed KEGG pathway analysis of the common 111 DEGs, and in general, this reflected reduced duct and MEC gene signatures. The pathways affected highlight the role of MECs as signaling hubs^28^, producing growth factors that signal via PI3K-AKT (30 genes), MAPK (23 genes) and adrenergic signaling pathways (12 genes) (Supplementary Table 1a, b). In addition, genes associated with focal adhesions (21 genes), ECM-receptor interactions (10 genes), cell adhesion molecules (19 genes) also reflect the MEC function of producing basement membrane components and HSPGs, which influences cell-matrix interactions.

We further confirmed the reduction of ducts and MECs and relative increase in acinar cells by immunostaining of acinar cell membranes (Acinar1, Ac1), MEC and basal ducts (keratin 14, K14), granular ducts (mucin13, M13 and EGF), and MECs (smooth muscle actin, SMA) (Fig. 2d). Quantitation confirmed an increase in acinar cells (Ac1), whereas MEC and basal ducts (K14) were reduced although it was apparent the MEC staining was reduced compared to basal duct staining. There was also a reduction in granular duct staining (M13 and EGF) (Fig. 2e). To confirm the reduction in MECs, we also stained with SMA, a more specific MEC marker, which also showed reduced MEC staining.

Together, these data show that the loss of *Hs3st3a1* and *Hs3st3b1* affects the epithelial progenitor niche, which leads to a disrupted epithelial compartment, particularly the secretory units. Despite the increase in acinar cells, there was a reduction in MECs, which are contractile and produce growth factors and BM. The loss of *Hs3st3a1* or *Hs3st3b1* alone previously did not affect the MECs, acinar or basal ducts cells^17^. Therefore, we next investigated how changes in HS influence FGFR signaling and secretory unit function in DKO SMGs.

### The DKO BM has increased binding of FGF10/FGR2b complex and increased staining of other BM components

To determine whether the loss of 3*-O-*HS domains alters the BM or cell surface HS, we performed the ligand and carbohydrate engagement (LACE) assay. This assay is a sensitive tool using recombinant FGF/FGFR complexes to probe HS structures on cells and BM of tissue, as HS is required to form high-affinity HS/FGF/FGFR signaling complexes. Surprisingly, the DKO had increased binding of the FGF10/FGFR2b complex surrounding acinar structures and ducts, overlapping with increased type-IV collagen (ColIV) staining in the BM compared to WT (Fig. 3a and Supplementary Fig. 3a, b). The LACE assay is HS-dependent as treatment with heparinase III, abolished FGF10/FGFR2b binding, whereas chondroitinase ABC enzyme treatment had no effect (Supplementary Fig. 3c). We also compared binding of other FGF/FGFR combinations by LACE and found that both FGF1/FGFR2b and FGF7/FGFR2b binding, increased in the DKO, whereas FGF1/FGFR1b was similar to WT (Supplementary Fig. 3d, e). Overall, these data confirm that the HS in the DKO increases FGF/FGFR2b binding, which may reflect increased FGFR signaling in vivo. The increased LACE and ColIV staining suggest potential feedback to increase BM synthesis, reflecting an alteration in BM metabolism. In contrast to the DKO, no changes in the binding of FGF10/FGFR2b complex to the endogenous HS or COLIV staining were previously detected in *Hs3st3a1* or *Hs3st3b1* single KO SMGs^17^.

**Fig. 3:**
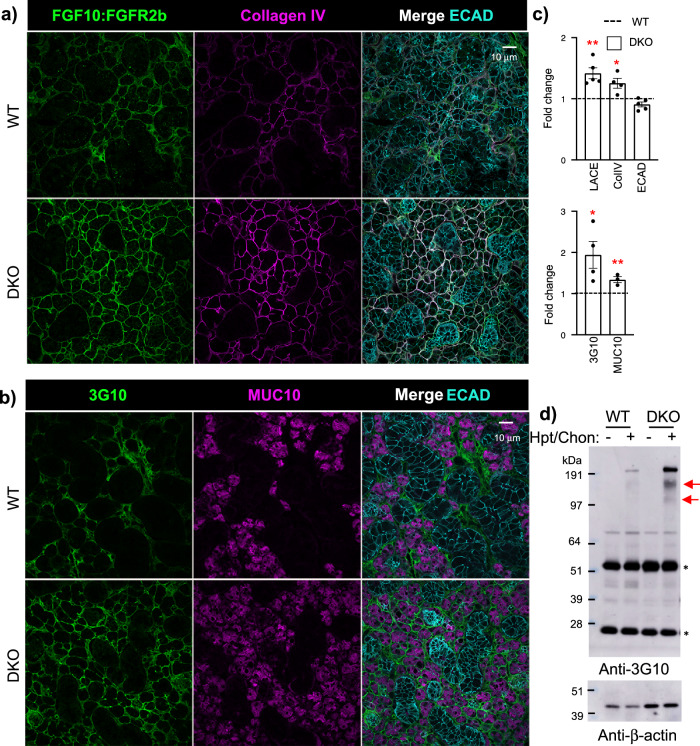
DKO SMGs have increased binding of FGF10:FGFR2b-Fc complex (LACE) overlapping with the basement membrane and increased collagen IV, and HSPGs (3G10 staining) associated with acinar cells. **a** Binding of FGF10:FGFR2b-Fc complex overlapping with COLIV, a basement membrane protein, is increased in DKO male SMGs. Representative images of single confocal sections from WT and DKO SMGs showing FGFR2b-Fc (green), COLIV (magenta), and E-cadherin (ECAD, cyan). Scale bar: 10 µm. **b** Representative images of single confocal sections from WT and *D*KO male SMGs showing 3G10, an antibody that binds HS stubs (green), acinar marker Mucin10 (magenta), and E-cadherin (ECAD, cyan). **c** Quantification of A and B protein fluorescence intensity normalized to total nuclei and expressed as a fold change compared to WT. LACE, ECAD: *n* = 5; COLIV, MUC10: *n* = 3; 3G10: *n* = 3 SMGs from WT and DKO mice. Error bars: SM. Unpaired two-tailed *t*-test compared to WT, LACE **p = 0.0014, COLIV *p = 0.0431, 3G10 *p = 0.0102, MUC10 **p = 0.0063. **d** Representative Western blot of 3G10 antibody, which detects the HS stub, shows an increase in high molecular weight HSPG cores (indicated by red arrows) in DKO male SMG lysates treated with or without heparinase III and chondroitinase ABC. β-actin is also shown. Bands identified by an asterisk may represent the light and heavy chains of immunoglobulins. *n* = 6 for WT and *n* = 7 for DKO SMGs. Source data are provided as a Source Data file.

To further investigate whether HSPGs were affected, we stained with the 3G10 antibody, which binds an HS stub, a neo-epitope generated by heparinase III pre-treatment. 3G10 staining reflects the amount of HSPG core proteins and/or the number of HS attachment sites per molecule^34^, and 3G10 staining also increased surrounding the mucin10+ acinar structures in the DKO (Fig. 3b, c). E-cadherin (ECAD) antibodies stained all epithelium and were similar in WT and DKO. These data may suggest that HSPGs in the BM are increased in the DKO SMG (Fig. 3c), which is supported by 3G10 Western blot analysis of tissue lysates treated with heparinase III and chondroitinase ABC enzymes, revealing increased high molecular weight core HSPGs (Fig. 3d). Although, RNAseq did not identify changes in BM (*Hspg2*, *Agrn*, and *Col18a1*) or cell surface (*Sdc1* and *Sdc4*) HSPG transcripts in the DKO. 

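In the male RNAseq libraries, the BM HSPG genes *Hspg2*, *Agrn* and *Col18a1* had log2 fold changes of -0.21 (standard error 0.17), 0.29 (0.15) and -0.01 (0.17). *Sdc1* and *Sdc4* had 0.25 (standard error 0.13) and -0.06 (0.16). The adjusted p-values of the 5 genes lay between 0.412 and 0.988 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none passed the threshold under the alternative settings. Mean levels in WT (n = 4) were 5.35 CPM for *Hspg2*, 6.52 for *Agrn*, 7.86 for *Col18a1*, 6.40 for *Sdc1* and 2146 for *Sdc4*. *Sdc1* was higher in 4 of 5 DKO libraries than in each WT library (exact permutation test, p = 0.0317, or 0.159 after Benjamini-Hochberg adjustment over the 5 genes). The signs of *Col18a1* and *Sdc4* changed when single libraries were left out.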

Taken together, the increased LACE and 3G10 antibody staining suggested there may potentially be increased FGF/FGFR signaling in the DKO.

### MAPK signaling is increased in the acinar cells in male SMGs

We next investigated whether MAPK phosphorylation, which is downstream of FGFR signaling, was affected. Western blotting of SMG lysates detected increased pERK normalized to total ERK in male SMGs (Fig. 4a). Although, pERK was not significantly increased in the female DKO SMGs lysates (Supplementary Fig. 4a). The localization of pERK in male DKO SMG was analyzed using immunostaining and showed an increase in pERK staining in the DKO acinar cells (Fig. 4b and Supplementary Fig. 4b). The staining specificity was confirmed by treating sections with phosphatase, which abolishes staining (Fig. 4b). Together, these data further suggest increased FGFR signaling in DKO acinar cells, which we predict may affect secretory unit function. In addition, increased MAPK signaling could also be activated via growth factor receptors other than FGFRs signaling.

**Fig. 4:**
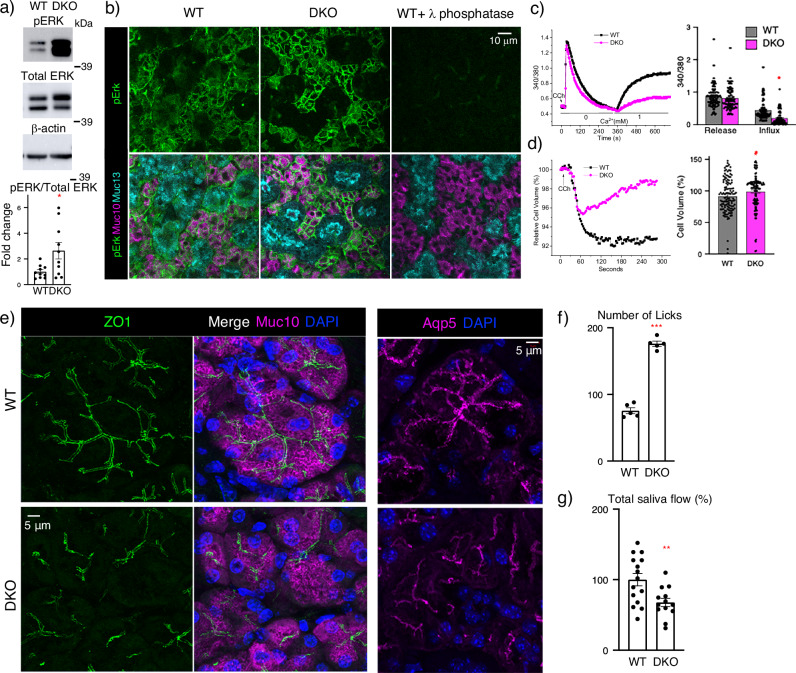
Acinar MAPK, calcium signaling, and polarity are disrupted in DKO SMGs resulting in increased drinking behavior and reduced salivary secretion. **a** Western blots showing pERK is increased in DKO male SMG lysate. β-actin is also shown. Graph shows band intensity of pERK normalized to total ERK and expressed as a fold change in ratio compared to WT. The graphs are *n* = 10 biological samples from 3 experiments. Error bars: SM. Unpaired two-tailed *t*-test; *p = 0.0309. **b** Immunostaining showing representative images of single confocal sections from WT and DKO male SMGs of pERK (green), the acinar Mucin10 (magenta), and ductal Mucin13 (cyan). Scale bar: 10 µm. White arrows point to MECs, and yellow asterisks identify ducts. *n* = 9 (WT) and *n* = 10 (DKO) SMGs. **c** Graphs show cytosolic Ca^2+^ change measurements stimulated by CCh with fura2 fluorescence (340/380). A representative trace from three independent experiments shows calcium reabsorption is decreased in DKO, and the graph shows the average of the group responses. Cells analyzed for calcium release studies are WT = 138 and DKO = 122 cells, and for calcium release WT = 136 and DKO = 122 cells. Error bars: SM. Unpaired two-tailed *t*-test; *p = 0.0309. **d** Recordings of CCh-regulated volume decrease (RVD) using calcein dye. Left-hand panel shows a representative trace and graph shows the average response of 125 WT and 125 DKO cells from three independent experiments. Error bars: SM. Unpaired two-tailed *t*-test compared to WT; *p = 0.0343. **e** Immunostaining for a polarity marker (ZO1), the acinar Mucin10 and AQP5. Nuclei are stained with DAPI (blue). Images are maximum projections of z-stacks from three biological samples. Scale, 5 µm. **f** Lickometer test of drinking behavior shows adult DKO female mice drink water more frequently than WT mice. Total number of licks compared to WT. Mean ± SM. Unpaired two-tailed *t*-test, ***p < 0.0001. *n* = 5 for both WT and DKO mice. **g** Salivary flow rates in adult male mice normalized to WT and shown as %. Mean ± SM. Unpaired two-tailed *t*-test, **p = 0.0098. *n* = 15 for WT and *n* = 13 for DKO mice. Source data are provided as a Source Data file.

### Calcium reabsorption, Ca^2+^-dependent volume change and apical-basal polarity are disrupted in DKO acinar secretory units

We next examined whether the secretory unit function was altered in the DKO SMGs. KEGG analysis showed calcium signaling and reabsorption, which are critical to secretion, were dysregulated in the DKO (Supplementary Fig. 2a). We measured intracellular Ca^2+^ changes in isolated acinar cells following stimulation with carbachol (CCh), a muscarinic agonist that initiates signaling by releasing calcium (Ca^2+^), which is detected with Fura2^35^. No differences were detected between WT and DKO cells in terms of CCh-induced Ca^2+^ release as indicated by the first peak in the trace in Ca^2+^ free external solution (Fig. 4c). However, a decrease in CCh-induced Ca^2+^ influx in DKO acinar cells was detected when a Ca^2+^ containing solution was injected (Fig. 4c). CCh-stimulated Ca^2+^ entry in acinar cells is primarily mediated via the store-operated Ca^2+^ entry pathway (SOCE), which is activated in response to depletion of ER Ca^2+^ stores by hydrolysis, 1,4,5, trisphosphate (IP_3_)^36^. This data suggests that the release of Ca^2+^ from intracellular stores (endoplasmic reticulum) is normal in DKO, but the influx of extracellular Ca^2+^ across the plasma membranes is disrupted in DKO acini. We also examined the effect of CCh stimulation on changes in cell volume as a readout of fluid secretion, using SMG lobule preparations, which contain both acinar and MECs. DKO acinar units had less CCh-induced cell volume loss (Fig. 4d, red trace in graph), and cell volume recovery was faster compared to WT, resulting in endpoint analysis showing a higher cell volume in DKO compared to WT (Fig. 4d, bar graph). Taken together, this suggests that fluid secretion was affected in the DKO. Secretion is highly dependent on acinar apical-basal polarity, so we stained acinar secretory units for tight junction protein-1 (ZO-1) and aquaporin 5 (AQP5), an apical water channel essential for saliva secretion. In accordance with the CCh stimulation data, apical ZO-1 and AQP5 staining in DKO were disrupted, showing that tight junction assembly and apical membrane polarity were affected (Fig. 4e), and thus salivary function may be affected.

### DKO mice have increased drinking behavior and reduced saliva flow

Basal salivary function was first assessed by using a Lickometer test which monitors drinking behavior by counting the number of licks mice take at the water port in 1 h. Female mice DKO mice had increased drinking behavior compared to their WT littermates, suggesting a reduction in basal salivary gland function (Fig. 4f). We then measured stimulated whole saliva flow after pilocarpine treatment of both male and female mice. Saliva flow was expressed as a ratio of saliva volume to body weight, the ratio was normalized to WT littermates, and there was an overall decrease in saliva flow in male DKO mice (~33% reduction) (Fig. 4g), whereas female DKO mice did not show a significant reduction (~17% reduction) (Supplementary Fig. 4c). The *Hs3st3a1* or *Hs3st3b1* single KO mice did not show any problems with saliva flow, although both these mice strains displayed increased drinking behavior.

Evaluation of stimulated saliva protein in the DKO saliva by gel electrophoresis and Coomassie Blue staining did not show any obvious differences or with the protein concentration of the saliva, although there was individual variability among mice (Supplementary Fig. 4b, c).

Taken together, our data suggest that in the adult DKO SMG, the loss of 3-*O*-HS domains disrupts the epithelial progenitor niche, increasing FGFR signaling and BM metabolism, disrupting MEC/acinar interactions, leading to reduced polarity and function. To identify the initial events causing this loss of homeostasis, we analyzed earlier developmental time points, predicting that increased FGFR signaling might increase BM synthesis by MECs and disrupt their development.

### Transcriptional changes during early SMG development suggest increased BM synthesis

In the DKO embryonic day (E) 13 SMG, when branching morphogenesis begins, there were no compensatory transcriptional changes in other 3*-O-*sulfotransferase enzymes (*Hs3st1, Hs3st2, Hs3st4, Hs3st5* and *Hs3st6*), although *Hs3st2*, *Hs3st4* and *Hs3st5* transcripts are barely detectable in the SMGs (Supplementary Fig. 5a). As expected, *Hs3st3a1* and *Hs3st3b1* were not detected while other HS biosynthetic genes did not change in DKO SMGs compared to WT (Supplementary Fig. 5). We analyzed genes known to be transcriptionally responsive to changes in FGFR signaling (*Fgfr1b, Fgfr2b, Etv4, Etv5*), as well as proliferation markers (*Ccnd1* and *Mki67*), BM components (*Col4a1, Col4a2, Hspg2, Lama3, Lama5, Lamb2, Lamb3*) and proteases involved in BM metabolism (*Mmp2, Mmp14* and *Mmp15*)^10,15,28,37^. There were no significant changes, although a trend of increased expression for *Col4a1, Col4a2, Hspg2* and *Mmp15* (>1.5 fold) suggesting changes in BM metabolism might be an early transcriptional readout for loss of 3*-O-*sulfation (Supplementary Fig. 5).

To determine potential changes in branching morphogenesis or gene expression, we performed ex vivo organ culture of E13 SMGs. We counted the endbuds at the beginning of culture and at 24 h showing a trend for increasing endbud number in the DKO (Fig. 5a). Gene expression analysis of the 3-*O*-sulfotransferase transcripts showed *Hs3st3a1* and *Hs3st3b1* were not detected and there was a decrease in *Hs3st2*, although expression is very weak. No other changes in gene expression were detected for any other HS biosynthetic genes analyzed (Fig. 5b). Changes in genes downstream of FGFR signaling (*Etv4* and *Etv5*) were not detected at this stage, there was increased laminin gene expression (*Lamb2*, *Lamb3*) as well as a trend of increased expression of other BM genes and a proliferation marker (*Col4a1, Col18a, Hspg2*, *Ccnd1* all >1.5 fold) (Fig. 5b). These data suggest that loss of the highly 3*-O-*sulfated domain disrupts the BM, as HS chains of HSPGs on the cell surface and in the BM interact with both collagen IV and laminin networks. There was reduced immunostaining of the BM with HS4CV3 monoclonal antibody, which recognizes a 3*-O-*sulfated domain on HS, while agrin staining was not affected in E14 WT and DKO SMGs (Fig. 5c). In addition, staining with fluorophore-labeled antithrombin (AT488), which detects a 3*-O-*sulfated pentasaccharide (Hs3st1-like) in the BM, and perlecan, a BM HSPG (*Hspg2*) showed no difference in E14 DKO SMGs (Fig. 5d). We predicted that the early transcriptional changes might have a functional consequence later in development when differentiation begins.

**Fig. 5:**
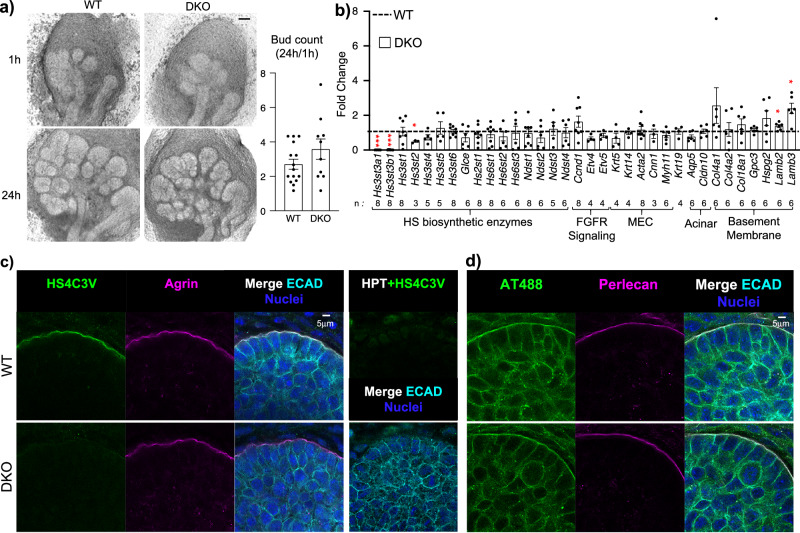
Earlier in development, branching of E13 DKO SMGs in culture is not affected, although there is increased basement membrane gene expression. **a** Light micrograph of SMGs isolated from E13 embryos and cultured ex vivo for 24 h. Graph is quantification of the number of endbuds (expressed as a ratio of the number at 24 h/the number at 1 h) of WT (*n* = 15) and DKO (*n* = 10) SMGs. Error bars: SM. Scale bar, 100 µm. **b** Gene expression changes were normalized to WT and *Rps29*. Error bars: SM. The n values indicate the number of SMGs analyzed. Unpaired two-tailed *t*-test compared to WT (*Hs3st3a1* ***p < 0.001, *Hs3st3b1* ***p < 0.001, *Hs3st2* *p = 0.04, *Lamb2* *p = 0.0239 and *Lamb3* *p = 0.0103). **c**, **d** Immunostaining at E13 shows Hs3st3-dependent 3-*O*-sulfation (HS4C3V) in the basement membrane is reduced in DKO SMGs, whereas Hs3st1-dependent 3-*O*-sulfation (AT488 binding) is not affected. **c** Representative single confocal images of HS4C3V (green), agrin (magenta), E-cadherin (cyan) and nuclei in blue. Right panel shows that HS4C3V staining in the basement membrane is dependent on heparan sulfate. The section was pretreated with heparinase III enzyme (HPT), which removes the 3-*O*-sulfated epitope recognized by the antibody. Scale bars, 5 µm. *n* = 3 WT and *n* = 4 DKO embryonic glands. **d** Representative single confocal images of AT488 (green), perlecan (magenta), E-cadherin (cyan) and nuclei in blue. Scale bars, 5 µm. *n* = 3 WT and *n* = 3 DKO embryonic glands. Source data are provided as a Source Data file.

We therefore analyzed two later stages of development, at E15 near the onset of cell differentiation and postnatal day 2 (P2), where postnatal maturation and secretory function occur (Fig. 6a–d). MEC gene expression begins ~E15 and SMA (*Acta2*) immunostaining shows MECs appear in the outer layer of the endbud and differentiate and migrate to form stellate cells that wrap around the developing acinar structures from E17 to postnatal days P1-P8^28,38^. Mining previous scRNAseq of E16 epithelial cells shows BM genes are enriched in MECs (Supplementary Fig. 6a). Interestingly, qPCR analysis of E15 SMGs revealed upregulation of genes associated with FGFR signaling (*Fgfr1b, Fgfr2b, Etv4*, and *Etv5*), as well as MEC-expressed BM genes (*Col4a2, Col18a1, Col9a2, Lamb2, Lamb3*, *Hspg2*), and proteases (*Mmp14, Mmp15*) (Fig. 6a). There was also upregulated gene expression associated with MEC differentiation (*Ccn1, Mylk, Ntf5* and *Gpc3*). Neurotrophin gene expression increases MEC differentiation^28^, and neurotrophin 5 (*Ntf5*) may drive MEC differentiation via Ntrk3. The qPCR analysis also showed that acinar cell markers (*Aqp5, Cldn10*, and *Lpo*) did not change. Immunostaining of E15 SMGs with SMA to label MECs, AQP5 to label acini, and BM perlecan (PLN) showed they were similar in WT and DKO SMGs (Fig. 6b). Taken together, the loss of 3-*O*-HS leads to early transcriptional changes in BM homeostasis, leading to increased FGFR signaling that drives MEC differentiation and further BM synthesis, which may disrupt the progenitor microenvironment. However, after birth (P2), *Etv4* was the only gene related to FGFR signaling that was increased in the DKO, and there was reduced *Fgf9*, which is expressed in MECs. Many MEC genes, were similar to WT, but *Col18a1, Mylk*, *Myh11* and *Ngfb* were reduced, suggesting a reduction in MEC differentiation and secretory products (Fig. 6c). There was still increased *Mmp14* protease expression, and genes that mark ductal cells, such as *Klk1b21, Klk1b24* and *Krt5* were reduced, suggesting duct development was disrupted after birth. Overall, the data suggest that at the onset of postnatal development, MEC function is affected (Fig. 6c), reflecting the adult analysis (Fig. 2c). Importantly, immunostaining of MECs (SMA) and acinar cells (AQP5) showed a reduction in DKOs at P2, suggesting the disruption of secretory unit is evident by birth (Fig. 6d). These results led us to investigate whether growth and viability of DKO MECs were affected. We cultured P2 WT and DKO MECs on collagen IV-coated culture dishes as previously described^28^. After 7 days of culture, the DKO MECs appeared similar to WT, growing as large (>100 µm across) flat stellate cells (Supplementary Fig. 6b). However, the amount of total RNA extracted from DKO MECs was ~35% less than the WT MEC cultures, suggesting they grew less (Supplementary Fig. 6c), However, both protein and gene expression of DKO was similar to WT MECs. There were no differences observed in SMA, CNN1 or NGF staining (Supplementary Fig. 6c). In addition, no differences in genes related to FGFR signaling, MEC markers or MEC-enriched BM components were detected (Supplementary Fig. 6d). These data suggest that the progenitor potential of DKO MECs is not likely affected when they grow in similar collagen IV-containing microenvironment as WT. This also suggests that increased FGFR signaling in vivo affects the DKO MEC progenitor microenvironment.

**Fig. 6:**
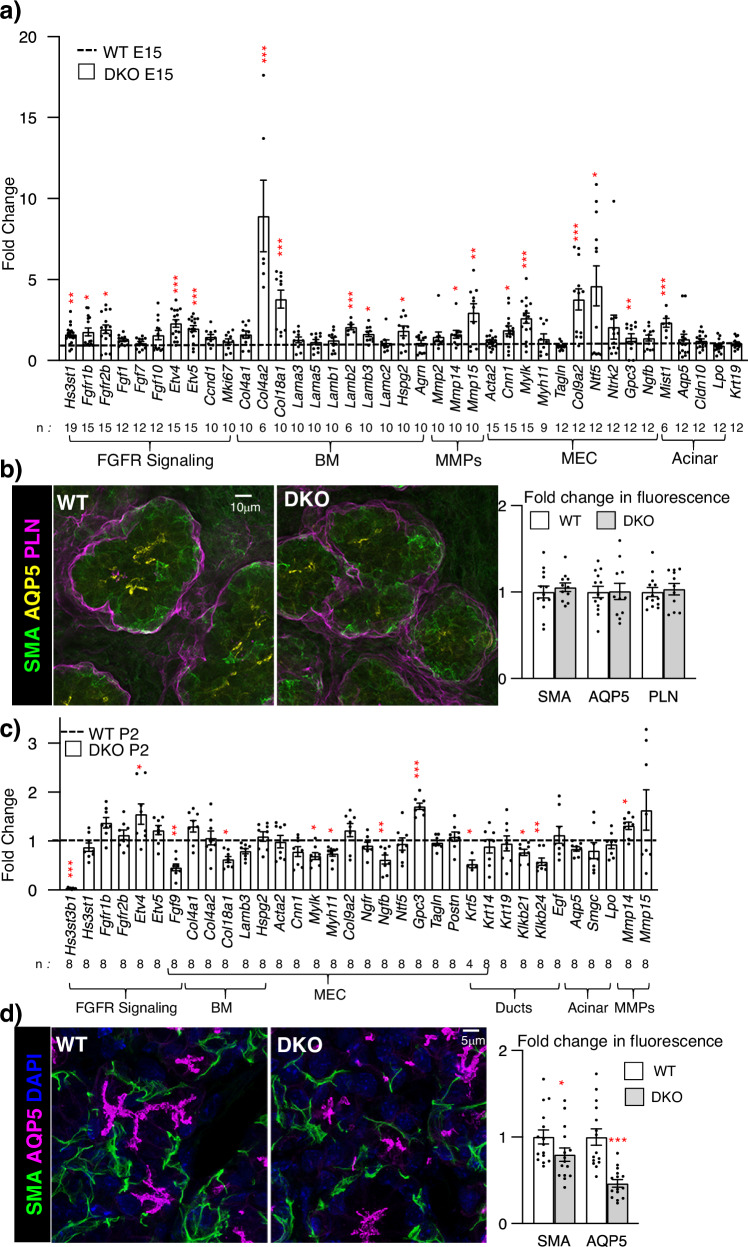
E15 DKO SMGs have increased gene expression downstream of FGFR signaling, basement membrane components and MEC markers, but by P2 MEC gene expression is reduced. **a** Gene expression changes in E15 DKO SMGs were normalized to WT control and *Rps29*. Error bars: SM. The n values indicate the number of SMGs analyzed. Unpaired two-tailed *t*-test compared to WT (*Hs3st1* **p = 0.0014, *Fgfr1b* *p = 0.0167, *Fgfr2b* *p = 0.0229, *Etv4* ***p < 0.0001, *Etv5* ***p = 0.001, *Col4a2* ***p = 0.0002, *Col18a1* ***p = 0.0001, *Lamb2* ***p = 0.0004, *Lamb3* *p = 0.0119, *Hspg2* *p = 0.0418, *Mmp14* *p = 0.0191, *Mmp15* **p = 0.009, *Cnn1* *p = 0.0316, *Mylk* *p = 0.0004, *Col9a2* ***p = 0.0002, *Ntf5* *p = 0.0441, *Gpc3* *p = 0.0086, *Mist1* ***p = 0.0007). **b** Representative images show immunostaining at E16 with SMA (green) in MEC, AQP5 (yellow) in acinar apical membranes, and perlecan (magenta) in basement membrane. Scale bar, 10 µm. Graph shows quantification of protein fluorescence intensity normalized to total nuclei and expressed as a fold change compared to WT. *n* = 13 WT and 11 DKO SMGs. Error bars: SM. **c** Gene expression changes in P2 DKO SMGs were normalized to WT control and *Rps29*. Error bars: SM. The n values indicate the number of SMGs analyzed. Unpaired two-tailed *t*-test compared to WT (*Hs3st3b1* ***p < 0.0001, *Fgf9* **p = 0.0029, *Gpc3* ***p < 0.0003, *Klk1b21* *p = 0.0201, *Klk1b24* **p = 0.0036, and *Mmp14* *p = 0.0378). **d** Representative images showing immunostaining at P2 show SMA (green) in MEC, AQP5 (magenta) in acinar apical membranes, and nuclei (DAPI, blue). Scale bar, 5 µm. Graph shows protein fluorescence intensity quantification normalized to total nuclei and expressed as a fold change compared to WT. *n* = 15 WT and 15 DKO SMGs. Error bars: SM. Unpaired two-tailed *t*-test compared to WT, SMA *p = 0.0475, AQP5 ***p < 0.0001. Source data are provided as a Source Data file.

### In vitro and ex vivo analyses of postnatal FGFR function

Finally, to determine how changes in levels of Hs3st1- or Hs3st3-type 3*-O-*sulfation could directly increase FGFR signaling or MEC microenvironment, we took advantage of a recent advance in HS biosynthesis that has enabled the chemoenzymatic synthesis of HS 12mers with defined 3*-O-*sulfation and biotin attached. The three 12mer HS all have 2-*O*, 6-*O* and *N*-sulfation and one has one Hs3st1-type 3*-O-*sulfate (3ST1) or a Hs3st3-type 3*-O-*sulfate (3ST3) (Fig. 7a). We used streptavidin bead pulldown assays to compare complex binding with recombinant FGF1, FGF2, FGF7 and FGF10 with FGFR1b and FGFR2b (Fig. 7b). In these assays we confirmed that all three of these 12mer HS were able to pull down FGFR/FGF complexes, and so could be biologically active to compete with endogenous HS functions in ex vivo assays or to enhance signaling complex formation (Fig. 7b, c). Interestingly, our data suggest that Hs3st1-HS has increased complex formation with both FGFR1b and FGFR2b complexed with either FGF2 or FGF10 and less complex formation with FGFR2b. As expected, FGFR1b does not bind FGF7, or to the beads alone, which were used as negative controls (Fig. 7b). Once we confirmed that these 12mers could form FGF/FGFR ternary complexes that are required for signaling, we added them to FGF10-dependent epithelial assays^15^ and measured epithelial morphogenesis, gene expression related to FGFR signaling and MEC differentiation. Both 3-*O*-sulfated 12mers stimulated more epithelial morphogenesis than the control HS, although the 3ST3 had the greatest effect on morphogenesis (Fig. 7c). Surprisingly after 48 h both 3*-O-*sulfated 12mers stimulated more FGFR genes (*Etv4*), MEC specific gene expression (*Acta2* and *Cnn1*), acinar gene (*Aqp5*), *Hs3st3a1*, and BM HSPG (*Col18a1)*. A reduction in ductal gene (*Krt19*), *Hspg2* and *Lamb3* was detected in epithelia treated with 3ST3-HS (Fig. 7d). Immunostaining for MEC markers SMA and CNN1 (Fig. 7e) showed that 3ST3 stimulated more MEC differentiation, and the entire outer epithelial layer expressed SMA and individual SMA+ cells started to express CNN1 (Fig. 7e). Taken together, the 12mer HS increases both FGFR1b and FGFR2b complexes to increase FGFR signaling which stimulated MEC differentiation and production of BM components. In this assay, the expansion of the epithelial endbuds resulted in a proportional reduction in duct development. These assays highlight the cell-type specificity and microenvironmental complexity of 3-*O*-HS regulation of FGFR signaling and MEC differentiation. We propose a model where 3ST1-HS and 3ST3-HS can both promote FGFR complex formation and signaling in specific cellular contexts during development. We begin to tease apart this complexity by reducing 3ST3-HS in vivo, showing that manipulating the balance of types of 3-*O*-sulfation in vivo affects the levels of FGFR signaling and BM metabolism and has consequences for the intercellular communication during development. Increased FGFR signaling and BM synthesis have a detrimental effect on MEC progenitor microenvironment, reducing MEC growth and function postnatally, which reduces the function of the acinar secretory unit.

**Fig. 7:**
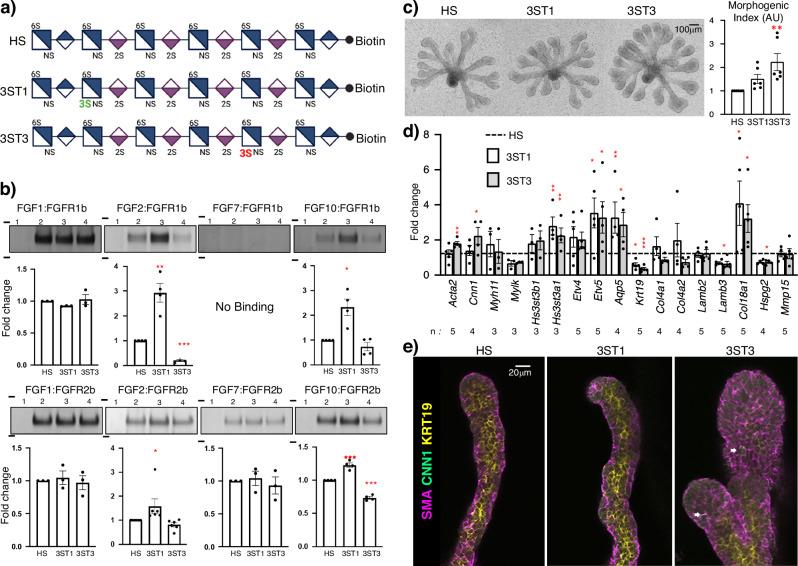
Chemoenzymatically synthesized 12mer 3-*O*-HS forms complexes with FGFs and both FGFR1b and rFGFR2b and increases MEC differentiation in epithelia culture. **a** Chemical structure of chemoenzymatically synthesized 12mer HS with biotin tag. Figure 7a Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **b** Pulldown assays of 12mer HS and FGF:FGFR complexes. Top panel show representative gels for FGFs 1,2,7 and 10 complexed with rFGFR1b, bottom panel shows the same FGFs with rFGFR2b. Lane 1: beads only, lane 2: non-3-*O*-HS, lane 3- 3ST1-HS, lane 4: 3ST3-HS. The molecular weight markers in kilodaltons (97 and 64 kDa) are indicated on each gel. Full gels are provided in the source data file. Graphs show quantitation of the FGFR complex separated by SDS-PAGE and silver-stained from independent samples. *n* = 3 for FGF1:FGFR1b, FGF1:FGFR2b, FGF7:FGFR1b, FGF7:FGFR2b; *n* = 4 for FGF2:FGFR1b, FGF10:FGFR1b, FGF10:FGFR2b; and *n* = 6 for FGF2:FGFR2b. Error bars: SM. One-way ANOVA with Dunnett’s test for multiple comparisons to non-3-*O*-HS, FGF2:FGFR1b: 3ST1-HS **p = 0.0026, 3ST3-HS ***p < 0.0001; FGF10:FGFR1b: 3ST1-HS *p = 0.0136; FGF2:FGFR2b: 3ST1-HS *p = 0.0482; FGF10:FGFR2b: 3ST1-HS ***p = 0.0002 and 3ST3-HS ***p < 0.0001. **c** E13 SMG epithelia cultured with FGF10 in a laminin-111 3D matrix were treated with 12mer HS and cultured for 48 h (*n* = 6 with 4 epithelia each), the size of the epithelia was measured as a morphogenic index. Error bars: SM. One-way ANOVA with Dunnett’s test for multiple comparisons to non-3-*O*-HS, 3ST3-HS ***p = 0.0006. **d** Gene expression of markers of FGFR signaling and MECs were analyzed by qPCR were normalized to non-3-*O*-HS and *Rps29*. Error bars: SM. The n values indicate the number of epithelial culture experiments analyzed. One-way ANOVA with Dunnett’s test for multiple comparisons to non-3-*O*-HS (3ST1-HS: *Hs3st3a1* **p = 0.0017, *Etv5* *p = 0.0129, *Aqp5* **p = 0.0070, *Krt19* *p = 0.0317, *Col18a1* *p = 0.0118 and for 3ST3-HS: *Acta2* **p = 0.0078, *Cnn1* *p = 0.0496, *Hs3st3a1* **p = 0.0084, *Etv5* *p = 0.0181, *Aqp5* *p = 0.00148, *Krt19* ***p = 0.0004, *Lamb3* *p = 0.0128, *Col18a1* *p = 0.0211, *Hspg2* *p = 0.0194). **e** Confocal imaging of E13 epithelia treated with 12mer HS showing SMA (magenta) and CNN1 (green) and KRT19 (yellow). White arrows point to CNN1 cells. Scale bar, 20 µm. *n* = 3 independent epithelia experiments. Source data are provided as a Source Data file.

## Discussion

Here, we knocked out two *Hs3st3* enzymes to investigate 3-*O*-HS regulation of FGFR signaling and MEC function during SMG development and homeostasis. We confirmed the loss of specific 3ST3-HS tetrasaccharides in the SMGs. DKO mice were smaller, suggesting overall reduced growth factor function during development, but their SMGs were proportionally larger with a disrupted epithelial compartment. The reduction of MEC and ducts suggested an altered progenitor microenvironment. We show that increased BM gene expression was an early event that we propose led to further increases in genes related to FGFR signaling and MEC differentiation. However, this dysregulation of the progenitor microenvironment disrupted MEC and acinar cell communication reducing secretory unit function. Furthermore, we show that both types of 3-*O*-HS can form multiple FGF/FGFR signaling complexes, and in an FGF10-dependent ex vivo assay, 3ST3-HS increased MEC differentiation.

Although the present work focuses on the *Hs3st3a1*^−/−^;*Hs3st3b1*^−/−^ DKO, it was apparent that 3ST1-HS is important for FGFR signaling (Fig. 7b), therefore we also crossed *Hst3st1*^−/−^ mice^30^ with the single *Hs3st3b1*^−/−^ mice, as these are the two most abundant isoforms in SMGs^15^. Loss of *Hs3st1* alone is not lethal^31^ however, we were unable to generate live *Hs3st1*^−/−^*;Hs3st3b1*^−/−^ pups at weaning and further analysis showed they die by E11 (Supplementary Fig. 7a). We obtained 3 DKO embryos at E11 by crossing an *Hs3st1*^−/−^;*Hs3st3b1*^+/−^ with a *Hs3st1*^+/−^;*Hs3st3b1*^+/−^. Gross histological analysis shows that loss of both enzymes results in early cardiac developmental defects that likely cause the lethality, highlighting that 3*-O-*HS is essential for embryonic development (Supplementary Fig. 7b). Further study will require a generation of conditional knockouts to investigate the function of both types of 3-*O*-HS later in development.

Here we focused on MECs, which are located between acinar and duct cells and their surrounding BM. MECs are a communication hub providing regulatory signals between the epithelial and stromal compartments during development^28^. Mammary luminal cells cultured in 3D collagen without MECs form acinar-like structures that are not polarized and lack lumens, however inclusion of MECs rectifies this^26^. In our analysis, DKO secretory units had disrupted acinar apical-basal polarity, a likely consequence of improper MEC communication and/or BM metabolism. Although there was reduced transcription of some BM genes enriched in MECs (Supplementary File 1), the protein staining of collagen IV and HSPGs around acinar cells was increased, suggesting BM metabolism was affected. It is not clear if the increased BM staining is related to a lack of proteolytic turnover of BM components, which needs further investigation.

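A list of 23 BM genes, holding the collagen IV and laminin chains, nidogens and BM proteoglycans, had 22 members tested in the male RNAseq libraries. Of these, 19 were lower and 3 higher in DKO, with a median log2 fold change of -0.34. Camera gave an adjusted p of 9.46e-05 and fry p = 0.0261, while the exact permutation test on the list score gave p = 0.127, with 3 of the 5 DKO libraries under each WT library. That score is a mean, and *Col4a3* of the list had 10 counts in WT replicate 1 and 6 in DKO replicate 1. The other 7 libraries had 263 to 2794 counts of this gene, which was named after its values were seen. By the median over the list, each DKO library, at -0.607 to -0.0717, lay under each WT library, at -0.036 to 0.105. No test was made on those medians. No single gene of the list had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 7 at an unadjusted p under 0.05, and *Lamb3* passed when adjusted over the list alone. DESeq2 called *Lama2* and *Lamb3*, of which *Lamb3* was named after its values were seen. With each library left out, the median log2 fold change stayed within -0.40 to -0.26.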

The protein interactome with 3*-O-*HS domains includes antithrombin-III, glycoprotein D of HSV-1, neuropilin-1, cyclophilinB, stabilin, Serpin D1, FGFR1, FGF7, FGF9, RAGE, BMP2^13,30,39–45^. Here, the reduction of 3ST3-HS altered specific FGF/FGFR complex binding to the BM HS surrounding acinar cells, raising the issue of how the balance of the 3-*O*-sulfated domains regulates FGFR functions. We speculate that the Hs3st3-sulfated HS domains may restrict or limit FGF diffusion and/or FGF/FGFR interaction in the BM, and our pulldown assays suggest Hs3st1-derived domains have increased binding to multiple FGF/FGFR complexes. Previous reports^39^ using glycan arrays showed that FGF7 and FGFR1b directly interact with a pentasaccharide with similar sulfation as the tetrasaccharide that is not detected in the DKO. We speculate that FGF7 is more freely diffusible through the BM to stimulate FGFR2b signaling. Postnatal MECs produce FGF7^1^, but at E15, the mesenchyme is still the major source of FGF7, which would have to diffuse through the BM, which supports the concept that 3-*O*-HS has different roles in different cells at discrete stages of development.

HS modulates the dynamics and kinetics of ligand-receptor interactions, which can influence the duration and potency of signaling. In the adult DKO, the increased signaling in acinar FGFR2b results in increased pERK staining. It is well known that pERK is a key downstream component of the RAS/MEK/ERK signaling and can be translocated to the nucleus, where it regulates gene expression by phosphorylating transcription factors^46,47^. Nuclear ERK activity mediates proliferation, whereas ERK-dependent differentiation is associated with ERK activity in the cytoplasm. We recently reported that FGFR2b was essential for seromucous acinar differentiation^1^. In line with this, the increase in seromucous acinar cells observed in adult DKO further supports that FGFR-dependent signaling increases with the loss of the 3-*O*-HS. In addition, our data suggest that FGF2 and FGF10 signaling via FGFR1b may also play a role in acinar development. 

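In the adult male SMG libraries, *Nrg1* had 11, 29, 9 and 5 counts in WT and 9, 12, 7, 6 and 4 in DKO, too few for the filter on low counts in the analysis of all 9 libraries, and the exact permutation test gave p = 0.468. With all genes of at least 1 count kept, its adjusted p was 0.629 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Erbb3* (ENSMUSG00000018166, chromosome 10) measured 21.5 ± 1.81 CPM in WT (SD, n = 4) and 22.9 ± 2.71 CPM in DKO (SD, n = 5), a log2 fold change of 0.10 (standard error 0.11, adjusted p = 0.773, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between libraries.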

While we focused on FGF10 signaling in isolated epithelial assays, acinar differentiation is also driven by FGF2 signaling^48^ and the Nrg1/Erbb3 pathway^49^, which was not transcriptionally affected in the DKO.

In the adult DKO, pERK was localized to the acinar cytoplasm and associated with disrupted polarity (Fig. 4e), which is similar to the lacrimal gland, where MECs support acinar polarity and structure^50^. We speculate the loss of 3-*O*-HS disrupts BM metabolism allowing increased FGF diffusion and increasing acinar FGFR signaling. The identity of BM or cell surface HSPGs that are responsible for this remains to be determined. We also speculate that the disrupted acinar polarity and the lack of contractile MEC to expel saliva leads to the increase in gland weight due to saliva production by acinar secretory units that cannot secrete.

In summary, we propose a model where the genetic deletion of *Hs3st3a1* and *Hs3st3b1* results in the loss of the 3*-O-*sulfated domains in the BM and the cell surface, increasing growth factor signaling to MECs. This promotes gene expression associated with BM metabolism, potentially generating more bioactive proteolytic BM products, which increase FGFR signaling and disrupts MEC function. MECs produce more BM proteins and HSPGs, likely altering BM architecture and MEC-acinar communication, which disrupts acinar polarity and impairs calcium signaling, affecting acinar secretory unit function. Understanding how the 3*-O-*sulfated HS code regulates FGFR signaling, BM metabolism and MEC biology will be essential to manipulate cellular specificity of growth factor signaling and enhance the progenitor microenvironment to drive organ regeneration.

## Methods

### Materials availability

No specific new materials were generated in this work, see Supplementary Table 2 for resources.

### Mouse strains

*Hs3st3a1* and *Hs3st3b1* knockout mice were generated using ES cells obtained from the KOMP repository as previously described^17^. *Hs3st1* KO mice^30,31^ were obtained from Dr. Jeff Esko (University of California, San Diego) crossed in a C57BL6 background. The generation of the *Hs3st3a1* and *Hs3st3b1* double-knockout (DKO) mouse has previously been described^19^. Mice were kept in a 14 h on/10 h off light/dark cycle at 74–78 F with 50–70% humidity. To generate DKO embryos used in the study, timed mating was set up and a plug detected was considered day 0. When using adult mice for experiments, due to the known sexual dimorphism in adult mouse SMGs, differing outcomes between sexes was considered. Sex was not considered in experiments using embryonic or neonatal glands, as sexual dimorphism does not occur during development. All mice were maintained and treated according to guidelines approved by the National Institute of Dental and Craniofacial Research and the National Institutes of Health Animal Care and Use Committee.

### Genotyping

Mice were genotyped for *Hs3st3b1* allele as previously described^17^. 

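The forward primer of the *Hs3st3a1* pair, CTGGCCTTACTTCTGGACGA, matches the plus strand of exon 1 of *Hs3st3a1* from 64436448 to 64436467 on chromosome 11 of GRCm38, within the coding part of that exon, which ends at 64436626. The reverse primer, CAAGGGAGAAGAACGGGAG, has no match on either strand in the annotated transcripts of *Hs3st3a1* or *Hs3st3b1*. Intron sequence was not analysed here.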

For *Hs3st3a1* amplification, *Hs3st3a1* ZFN primer Fwd (CTGGCCTTACTTCTGGACGA) and Hs3st3a1 ZFN Rev (CAAGGGAGAAGAACGGGAG) were used for the amplification of DNA. PCR cycling parameters included an initial denaturing at 94 °C for 5 min; denaturing at 94 °C for 15 s, annealing at 55 °C for 30 s, extension at 72 °C for 40 s, repeated for thirty cycles. Final extension: 72 °C for 5 min. To perform the mismatch-sensitive nuclease assay, PCR products were denatured with T7E1 enzyme (New England BioLabs, Ipswich, MA, USA) at 95 °C for 2 min; followed by a 2 °C/s drop to 85 °C, and a further 0.1 °C/s drop to 25 °C. PCR products were separated on a 2.0% TBE agarose gel with ethidium bromide. To identify mismatches, PCR products were purified using QIAquick PCR purification kit (QIAGEN Inc., Valencia, CA, USA) and sequenced.

### Extraction and quantitation of HS from SMGs

The procedure for isolating HS from SMGs is published with minor modifications^51^. Briefly, 3–4 SMGs were pooled together for each sample, homogenized, and defatted in chloroform and methanol. The defatted tissues were dried and weighed to obtain the dry weight. The dried tissue was subjected to proteolysis with pronase E (10 mg:1 g (w/w), pronase E/protein) at 55 °C for 24 h. The solution was then denatured and centrifuged to obtain a supernatant. Prior to subjecting to DEAE column purification, the recovery calibrant ^13^C-labeled *N*-sulfo heparosan was added to the supernatant. DEAE column mobile phase A consisted of 20 mM Tris, pH 7.5 and 50 mM NaCl, and mobile phase B consisted of 20 mM Tris, pH 7.5 and 1 M NaCl. The column was washed with 1.5 mL mobile phase A, and then HS fraction was eluted with 1.5 mL mobile phase B. The eluted was desalted using the YM-3KDa spin column, and the retentate was subjected to heparin lyase digestion. The 100 μL of digestion solution (7.5 μL of enzymatic buffer (100 mM sodium acetate/2 mM calcium acetate buffer (pH 7.0) containing 0.1 g/L BSA), and 1.25 μL heparin lyases I (2.49 mg/mL) and 2.5 μL heparin lyases II (13.6 mg/mL)) was incubated at 37 °C for 5 h. Prior to recovering the digests, a known amount of ^13^C-labeled non-3*-O-*sulfated disaccharide calibrants were added to the digestion solution^18^. The HS disaccharides and tetrasaccharides were recovered by centrifugation. The collected filtrates were freeze-dried before the 2-Aminoacridone (AMAC) derivatization. A total of five ^13^C-labeled 3*-O-*sulfated oligosaccharide calibrants were used during the analysis of 3*-O-*sulfated tetrasaccharides. These structures are oligo 1 GlcNAc-GlcA-GlcNAc6S-GlcA*-GlcNS3S6S-IdoA2S*-GlcNS6S-GlcA-pNP, oligo 2 GlcNAc-GlcA-GlcNS6S-GlcA*-GlcNS3S6S-IdoA2S-GlcNS6S-GlcA-pNP, oligo 3 GlcNS6S-GlcA*-GlcNS6S-IdoA2S*-GlcNS3S6S-IdoA2S*-GlcNS6S-GlcA-pNP, oligo 4 GlcNS-GlcA-GlcNS-IdoA2S*-GlcNS3S-IdoA2S-GlcNS-GlcA-pNP and oligo 5 GlcNAc-GlcA-GlcNS-IdoA2S*-GlcNS-IdoA2S-GlcNS3S-IdoA2S-GlcNS-GlcA-pNP. Eight ^13^C-labeled HS disaccharide calibrants were used for the analysis of the non-3*-O-*sulfated HS portion, and their structures were published^51^.

### Chemical derivatization of HS disaccharides and tetrasaccharides

The AMAC derivatization of lyophilized samples was performed as described previously^51^. Briefly, 10 μL of 0.1 M AMAC solution in DMSO/glacial acetic acid (17:3, v/v) was added to the samples and incubated at room temperature for 15 min. Then 10 μL of freshly prepared 1 M aqueous sodium cyanoborohydride was added to this solution. The reaction mixture was incubated at 45 °C for 2 h. After incubation, the reaction solution was centrifuged to obtain the supernatant, which was subjected to the LC-MS/MS analysis.

### LC-MS/MS analysis

The analysis of AMAC-labeled HS was performed as previously described with slight modifications^51,52^. A Vanquish Flex UHPLC System (ThermoFisher Scientific) coupled with TSQ Fortis triple-quadrupole mass spectrometry as the detector was used. The ACQUITY Glycan BEH Amide column (1.7 μm, 2.1 × 150 mm; Waters, Ireland, UK) was used to separate di/tetra-saccharides at 60 °C. Mobile phase A buffer used was 50 mM ammonium formate in water, pH 4.4, whereas Mobile phase B was acetonitrile. The flow rate of 0.3 mL/min and the elution gradient as follows were used: 0–15 min 83–70% B, 15–30 min 70–50% B, 30–35 min 50% B, 35–45 min 83% B. The. Online triple-quadrupole mass spectrometry operating in the multiple reaction monitoring (MRM) mode was used as the detector. The ESI-MS analysis was operated in the negative ion mode using the following parameters: Negative ion spray voltage at 3.0 kV, sheath gas at 55 Arb, aux gas at 25 Arb, ion transfer tube temp at 250 °C and vaporizer temp at 400 °C. TraceFinder software was applied for data processing. The amount of HS was determined by comparing the peak area of native di/tetrasaccharides to each di/tetra-saccharides calibrant, and the recovery yield was calculated based on the comparison of the amount of recovery calibrant disaccharide in the samples and control, respectively. Due to batch-batch variability, HS analysis of DKO and single KO males or WT and DKO male and female SMGs was performed on samples analyzed within the same analytical runs.

### RNA-sequencing analysis

For RNAseq, 3 SMGs each were used from WT and DKO female mice, whereas 4 WT and 5 DKO SMGs were used from male mice to isolate RNA. All RNAseq analysis for the SMG cDNA libraries was performed at the NIDCD/NIDCR Genomics and Computational Biology Core using the Nextera XT method as previously described^53^. DeSeq2 was used to perform statistical test analysis to assess differentially expression genes (DEG) between groups with a log2 fold in expression with the adjusted *p*-value of <0.05, as previously described in ref. ^54^. RNA-seq data are available on the Gene Expression Omnibus (GEO) website (GEO: GSE235187). DEGs were also used to identify the enriched Kyoto Encyclopedia of Genes and Genome (KEGG) pathways [16].

### Evaluation of scRNAseq gene expression

Ready-to-use .rds objects from publicly available scRNAseq data of embryonic SMGs were downloaded (GSE150327, https://sgmap.nidcr.nih.gov)^24^. Scripting was done in R and the SEURAT package^55,56^ was used for visualization of gene expression. The E16 timepoint was extracted from the integrated SEURAT objects using the SplitObject function from SEURAT and DotPlots were generated with the DotPlot function of the same package.

### Quantitative PCR (qPCR)

Real-time PCR was performed as previously described^17^. Briefly, murine SMGs were minced and lyzed by homogenization. RNA was isolated using the RNAqueous-4PCR total RNA isolation kit and DNAse reagents according to the manufacturer’s instructions (ThermoFisher Scientific). cDNA was generated from DNase-free RNA samples, amplified and expression was normalized to the housekeeping gene, *Rps*29. The reactions were run in duplicates, and with at least three biological samples. See Supplementary Table 2 for specific primer sequences, which were designed using Beacon Desgner^TM^ software (PREMIER Biosoft).

### Histology

SMG tissue from adult male and female WT and DKO mice were isolated and fixed in 4% PFA before standard paraffin embedding was performed by Histoserv Inc (Germantown, MD). Hematoxylin and Eosin (H&E) staining was performed on 5 µm thick sections (Histoserv Inc, Germantown, MD). Slides were scanned using ×40 objective with either a S60 Nanozoomer Digital slide scanner (Hamamatsu) or Aperio Scanscope scanner (Leica Biosystems), and snapshots of random areas (250 µm^2^) were taken using similar settings in either NDP.view 2 software (Hamamatsu) or Aperio Image software. Blinded quantification of ducts and acinar cells per area was performed by using the cell counter setting for manual counting in FIJI. Between 13 and 21 areas from 3 to 4 glands/animals were used for quantification (Male WT: *n* = 21, male DKO: *n* = 20, female WT: *n* = 19, female DKO: *n* = 12).

### Immunofluorescence staining

Paraffin-embedded sections were analyzed with primary antibodies specific for SMA (Millipore Sigma, St Louis, MO, USA. #A2547), AQP5 (Alomone, Jerusalem, Israel. #AQP-005), e-cadherin (Cell Signaling Technology, Boston, MA, USA. #3195), e-cadherin (BD Biosciences, San Jose, CA, USA. #610182), KRT14 (Covance, #PRB-155P), Mucin13 (Santa Cruz Biotechnology, sc-390115), acinar 1 (DBHB, 3.7A12), EGF (gift from Dr. Edward W. Gresik, CUNY), collagen type IV (EMD Millipore, #AB756P (rabbit)), #AB769 (goat), anti-delta-heparan sulfate 3G10 (asmbio, #370260-1), Mucin10/Prol1 (Everest, #EB10617), p44/p42 (ERK1/2) (Cell Signaling, 137F5 #4695), phospho-p44/p42 MAPK (ERK1/2) (Thr202/Tyr204) (Cell Signaling, D13.14.4E #4370), tight junction protein-1 ZO-1 (Invitrogen, # 339100), CNN1 (Abcam, ab46794), Refer to Supplementary Table 2 for antibody details.

Fluorescence immunostaining on paraffin sections of P2 and adult SMGs was performed as previously described^17^. Briefly, following de-paraffinization in xylene substitute and re-hydration in graded ethanol solutions, tissue sections were subjected to heat-mediated antigen retrieval using R-universal epitope recovery buffer (Electron Microscopy Sciences, Hatfield, PA, USA) or Tris-EDTA pH 9 buffer for 10 min at high-pressure. Sections were blocked for 1 h at room temperature with 10% heat-inactivated donkey serum (Jackson ImmunoResearch Laboratories, Westgrove, PA, USA), 1% BSA (Sigma, St Louis, MO, USA) and Mouse on Mouse (MOM) blocking reagent (Vector Laboratories, Burlingame, CA, USA). The slides were incubated overnight at 4 °C with the appropriate primary antibody, then washed with PBS containing 0.1% Tween-20 (PBST) and incubated with the respective dye-conjugated secondary antibodies (all from Jackson ImmunoResearch Laboratories, Westgrove, PA, USA) and DAPI stain (EMD Millipore Corp, Billerica, MA, USA) for 1 h at room temperature. Following washes with PBST, slides were mounted with Fluoro-Gel mounting medium (Electron Microscopy Sciences, Hatfield, PA, USA). Phospho-ERK and 3G10 staining were performed as previously described^53^.

### Whole-mount immunostaining

Whole-mount immunostaining on E13 SMGs was performed as previously described^17,15^. Antibodies used for whole-mount immunostaining include E-cadherin (BD Biosciences, San Jose, CA, USA. #610182), agrin (R &D, #AF550), perlecan (Millipore Sigma, #mAb1948), HS4C3V single-chain HS Ab (Dr. Toin H. van Kuppevelt (Radboud University Medical Center, The Netherlands)), and AT488 (gift from Dr. Nicholas Shworak (George Washington University)). Refer to Supplementary Table 2 for antibody details.

Briefly, SMGs were fixed with 4% PFA in PBS and permeabilized with 0.1% triton-X-100. SMGs were blocked for 1 h at room temperature with 10% heat-inactivated donkey serum (Jackson ImmunoResearch Laboratories, Westgrove, PA, USA), 1% BSA (Sigma, St Louis, MO, USA) and MOM blocking reagent (Vector Laboratories, Burlingame, CA, USA). Then incubated overnight at 4 °C with the appropriate primary antibody, then washed with PBST and incubated with the respective dye-conjugated secondary antibodies (all from Jackson ImmunoResearch Laboratories, Westgrove, PA, USA) and DAPI stain (EMD Millipore Corp, Billerica, MA, USA) for 1 h at room temperature. Following washes with PBST, SMGs were mounted with Fluoro-Gel mounting medium (Electron Microscopy Sciences, Hatfield, PA, USA). Staining for anti-HS single-chain HS4C3V antibody (1:50) was performed as previously described^17^. Staining using AT488 was performed as previously described^15^.

Whole-mount staining on E16 SMGs was performed by permeabilizing the SMGs in 0.2% Triton-X-100/PBS at 4 °C for 48 h, followed by blocking as described above. The glands were incubated with the primary and secondary antibodies at 4 °C for 48 h. All slides were imaged using a Zeiss 880 confocal microscope, and, in some cases, a super-resolution airy scan was used for imaging. Fluorescence was quantified in the epithelial region within the basement membrane (ROI) and normalized to that of nuclei in the ROI, and then the data was normalized to control. An average of five images were taken per SMG, and a minimum of three glands were used for each group.

For whole-mount staining of isolated epithelia, epithelia were fixed with ice-cold acetone-methanol for 10 min at −20 °C. The epithelia were rinsed with PBST, and antibody incubations were performed as described for the whole-mount staining of E13 SMGs.

### Ligand and carbohydrate engagement (LACE) assay

A modification of the LACE assay^57^ was performed using a recombinant mouse FGFR2b-human Fc chimera (referred to as rFGFR2b), FGFR1b-human Fc (rFGFR1b), FGF1, FGF7 and FGF10 (all from R&D Systems Inc., MN) as previously described in refs. ^17,53^. Briefly, adult glands fixed with 4% paraformaldehyde overnight at RT were processed for paraffin sectioning. Heat-activated antigen retrieval using a 0.05% Tween-20/10 mM citric acid buffer pH 6.0 was performed on 7 μm sections. The samples were blocked for 1 h at RT with 10% heat-inactivated donkey serum, 1% BSA, and 1.8% MOM IgG blocking reagent, incubated overnight at 4 °C with 50 nM soluble recombinant rFGFR2b-Fc, 50 nM recombinant FGF10, anti-E-cadherin (BD Transduction Labs) and anti-collagen TIV (Millipore). After washing, Cy dye-conjugated secondary antibodies were added for 1 h. The Fc on the receptors was detected with Alexa Fluor® 488 AffiniPure F(ab’)_2_ Fragment Donkey Anti-Human IgG, Fcγ fragment specific secondary antibody (Jackson ImmunoResearch Laboratories, Inc). Immunofluorescence was analyzed with a Zeiss LSM880 microscope. In some cases, tissue sections were treated with 20 mU/mL heparinase III or 40 mU/mL chondroitinase ABC enzymes (Amsbio LLC) diluted in buffer containing 50 mM HEPES, 50 mM sodium acetate, 150 mM NaCl, and 5 mM CaCl_2_ for 2 h at 37 °C after antigen retrieval. The subsequent steps were performed as described earlier.

### Western blotting

For Western Blot samples, mouse SMGs were immediately removed, weighed and then sonicated in RIPA Buffer (25 mM Tris, HCL pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) with protease inhibitor cocktail (Pierce No. 1860932), and phosphatase inhibitor cocktail (Millipore Sigma). Total protein concentrations were assessed using a BCA Protein Assay Kit (Pierce, Rockford, IL). NuPage^TM^ LDS Sample Buffer and NuPage^TM^ Sample Reducing Agent (both from ThermoFisher Scientific) were added to the homogenate, and the samples were boiled at 95 °C for 5 min. The sample (20 µg) was electrophoresed on NuPAGE^TM^ 4–12% Bis-Tris Gels and transferred to PVDF membranes using the Invitrogen iBlot 2 Dry Blotting System (ThermoFisher Scientific). Blots were blocked with 5% BSA in 0.1% TBS-Tween (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Tween-20) for 1 h at room temperature following the transfer. The following primary antibodies were used: phospho-p44/42 MAPK (1:1000; Cell Signaling T202/Y204 #4370), p44/42 MAPK (ERK1/2) (1:1000; Cell Signaling #9102), and β-actin (1:5000, Santa Cruz #K1617). All blots were incubated with a secondary antibody conjugated to horseradish peroxidase (1:10,000, Cell Signaling). The blots were developed using the SuperSignal West Dura Chemiluminescent Extended Duration Substate (ThermoFisher Scientific). Blots were imaged on GE Amersham Imager AI680 and analyzed using NIH ImageJ software. Band intensities were normalized to β-actin and wildtype controls. Blots were stripped using Restore^TM^ PLUS Western Blot Stripping Buffer (Thermo Scientific #46430) for 5 min and then blocked for 1 h with 5% BSA in 0.1% TBS-Tween.

In some cases, 50 µg lysates were diluted and treated with or without 80 mU/mL heparinase III and 100 mU/mL chondroitinase ABC diluted in buffer containing 4 mM CaCl_2_ in PBS for 2 h at 37 °C. Lysates were boiled with Laemmli sample buffer and reducing agent and run on SDS-PAGE gels as described early. However, in this case, gels were transferred to nitrocellulose membranes using NUPAGE blotting buffer (ThermoFisher Scientific #NP00061) for 90 min at 95 volts. Blots were blocked with 5% milk/TBST and probed with an anti-Delta-heparan sulfate 3G10 (Asmbio #370260-1) and β-actin rabbit monoclonal antibody-HRP conjugate (Cell Signaling #5125S).

### Lickometer testing

The licking behavior in female mice was monitored for 1 h using a lickometer (Habitest system, Coulbourn Instruments, Whitehall, PA), a computer-operated system as previously described^58^. A training session was conducted with the mice prior to the experiment, followed by a recording of the number of licks of 4 mice for 1 h. Controls and double-knockout mice were tested at the same time and then retested 5 times on separate days.

### Saliva collection

Saliva collection was performed as previously described^17^. Briefly, mice were weighed and intramuscularly anesthetized with ketamine (60 mg/kg) and xylazine (8 mg/kg). A subcutaneous injection of pilocarpine at 0.25 mg/kg body weight was then injected to stimulate saliva secretion. Whole saliva was collected gravimetrically for 20 min using a 75-mm hematocrit tube (Drummond) into pre-weighed 1.5 mL Eppendorf tubes. The amount of saliva collected was calculated as micrograms per gram of body weight and then normalized as percentage to the WT littermates.

### SDS-PAGE separation of salivary proteins

Saliva samples (15 μL) collected from mice were mixed with Laemmli sample buffer and reducing agent (ThermoFisher Scientific), heated at 95 °C for 5 min. These samples were then separated by gel electrophoresis on 4–12% pre-cast bis-tris gels (ThermoFisher Scientific). The gels were stained overnight in Coomassie G-250 stain (SimplyBlue Safe stain, ThermoFisher Scientific), followed by multiple washes with deionized water to allow visualization of protein bands. Gels were imaged using GE Amersham Imager AI680.

### [Ca^2+^]_I_ measurements and cell volume changes

The SMGs were finely minced and digested with Liberase TL (0.5 mg/mL) twice in Eagle’s minimum essential medium for 25 min each. Cells were continuously gassed with a mixture of 95% O_2_ and 5% CO_2_. For measurement of intracellular Ca^2+^, isolated submandibular gland cells were loaded with Fura-2 (1 µM) for 45 min, and cells were excited at 340/380 nm with an emission of 510 nm. For measurement of cell volume changes, fresh dispersed SMG cells were loaded with the fluoroprobe calcein (1 µM for 10 min, Molecular Probes, Inc., Eugene, OR) and excited at 490 nm. Emitted fluorescence was measured at 510 nm. Cell volume was estimated using calcein intensity. An Olympus × 51 microscope (Olympus Centre Valley) with an ORCA-ER camera (Hamamatsu) attached to a Polychrome V (Till Photonics LLC) was used. Metafluor software (Molecular Devices, San Jose, CA, USA) was used for signal acquisition and data analysis. Data are presented as mean ± SE. Origin 9 (OriginLab, Northampton, MA) was used for data analysis and display. Significant difference between individual groups was tested using ANOVA.

### FGF/FGFR pulldown assays

Streptavidin M-280 beads (ThermoFisher Scientific) (25 µL) equilibrated with 200 µL of IP-MS cell lysis buffer (ThermoFisher Scientific) were incubated with 100 µL IP-MS buffer containing 125 nM HS for 1 h on rotor at room temperature. The beads were washed three times with IP-MS cell lysis buffer. Equimolar concentrations (125 nM) of recombinant FGFRs and FGFs (all from R&D Systems Inc., MN) were added to the beads and incubated for 1 h on rotor at 4 °C. The supernatant was aspirated and discarded, and beads were then washed once with SureQuant buffer A (ThermoFisher Scientific), followed by one wash with buffer A supplemented with 350 mM NaCl followed by one wash with buffer A supplemented with 750 mM NaCl. The beads were then washed twice with SureQuant buffer B (ThermoFisher Scientific). Washed beads were boiled with SDS-loading buffer and reducing agent and run on 4–12% bis-tris gels (ThermoFisher Scientific). The gels were stained with FASTsilver Kit (G Biosciences, #786-30) to visualize the FGFR bands. The data was obtained from at least three independent experiments. Quantification of the FGF receptor bands in the silver-stained gels was performed using the NIH ImageJ program.

### Ex vivo SMG Organ Culture

Fetal SMGs were cultured on polycarbonate membranes (13 mm, 0.1-µm pore size, Whatmann), or mesenchyme-free SMG epithelia were cultured in 3D Laminin-111 (Cultrex) as previously described^59,60^. Glands were photographed at 1, 24 and 48 h. For intact SMG cultures, the endbud number was counted at the beginning of the experiment (T1) and at the end of the assay at 24 h (T24) and expressed as a ratio (T24/T1) and normalized to the WT control. In some cases, fetal SMGs were dissected and immediately flash-frozen for RNA isolation. The culture medium for the isolated epithelia was supplemented with FGF10 (400 ng/mL; R&D Systems) and either unbiotinylated non-3-*O*-sulfated HS, 3ST1-HS, or 3ST3-HS (250 ng/mL) and cultured for 48 h at 37 °C. The morphogenic index (AU × 10^3^) was measured as described previously^61^. Each experiment was repeated at least three times. Explants were either lysed for RNA or fixed for immunostaining.

### Myoepithelial cell culture

These cultures were performed as previously described^28^. Briefly, P2 SMGs were minced and dissociated in a 15 mL gentleMACS C tube with digestion enzymes (0.575 mg/mL collagenase type II (Gibco, USA), 1 mg/mL hyaluronidase (Sigma, USA)), 6.25 mM CaCl_2_ (Quality Biological, USA) diluted in Hanks Buffer Salt Solution (HBSS) (Thermo Scientific, USA). Cell dissociation was performed in a Miltenyi gentleMACS Octo Dissociator using the manufacturer’s preset 37C_h_TDK_2 program. Following dissociation, cells were washed with HBSS buffer, filtered through a 100-μm filter (Falcon, USA), and resuspended in smooth muscle cell growth media (Cell Applications, Inc., USA). The cells were strained through a 70-μm filter (MACS Miltenyi Biotec, USA), and 50,000 cells were plated on 24-well BioCoat^TM^ Collagen IV multiwell plates (Corning, USA, #08–774–29) in Smooth muscle growth media (Cell Applications Inc., San Diego, CA, USA, #311–500). After 24 h, the media was removed and replaced with Smooth muscle differentiation media (Cell Applications Inc., San Diego, CA, USA, #300D-250) for the duration of the experiment. MECs were collected for qPCR after 7 days of culture.

In some cases, MECs were cultured in 8-well collagen IV-coated 15-m slide chambers (Ibidi, Fitchburg, Wisconsin, USA, #50-305-885), and after 7 days in culture, MECS were fixed with ice-cold acetone: methanol (1:1) for 10 min at −20 °C, washed with PBST. Whole-mount staining was performed with SMA (Millipore Sigma, St Louis, MO, USA. #A2547), CNN1 (Abcam, ab46794), and NGF (Alomone Labs #AN-240) antibodies and Hoechst, and secondary antibodies as previously described^28^. Confocal stacks (3 µm stack, 0.3 µm steps) of 6–12 areas were captured on a Nikon A1Rplus MP microscope using the ×20 objective (SMA WT: *n* = 10, DKO: 12, CNN1: *n* = 5, DKO: *n* = 6, NGF WT: 5, DKO: *n* = 6). Quantification of integrated density for each channel normalized to nuclear stain was done on maximum projections using the measure analysis in FIJI.

### Statistics and reproducibility

Data were log-transformed and analyzed with an unpaired Student’s *t*-test (two-tailed) or one-way ANOVA with post hoc Dunnett’s multiple comparisons test when comparing more than two groups. DKO samples were compared to the WT using Prism 10 software (GraphPad, La Jolla, CA, USA). Paired two-tailed *t*-test was used for HS analysis of the male SMGs compared to the respective WT. Tables of DEGs were generated using the DESeq2 package and the non-parametric Wald test with Benjamini–Hochberg adjusted *p* values <0.05 and Log2 fold change. The *p*-values for KEGG analysis tables are derived using right-tailed Fisher’s exact *t*-test followed by a Benjamini–Hochberg adjustment.

Values are expressed as mean ± standard error of the mean (SM) from three or more biological replicates (as indicated). Images of IHC are representative, and each staining was repeated with at least three biological replicates showing similar results. Western blots and silver-stained gel images are representative, and each assay was repeated with at least three biological replicates or three independent samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description Of Additional Supplementary Files

Supplementary Data 1

Reporting summary

## Source data

Source data

## Data Availability

The heparan sulfate mass spectrometry data for WT, DKO, WT-1, *Hs3st1* KO, *Hs3st3a1* KO and *Hs3st3b1* KO male SMGs samples generated in this study have been deposited in the Figshare database under accession code 10.6084/m9.figshare.26381392 [https://figshare.com/articles/dataset/MS_data_of_SMG_analysis_for_WT_Hs3st1_KO_Hs3st3a1_KO_Hs3st3b1_KO_WT_and_DKO-_samples_from_male_SMGs_zip/26381392?file=47954335]. The heparan sulfate mass spectrometry data for male and female SMG comparison generated in this study have been deposited in the Figshare database under accession code 10.6084/m9.figshare.26381395 [https://figshare.com/articles/dataset/MS_data_for_the_male_and_female_SMG_comparison_zip/26381395?file=47954338]. RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) website under accession number GSE235187. E16 scRNAseq used in this study is from previously deposited data from publicly available scRNAseq data of embryonic SMGs (GSE150327, https://sgmap.nidcr.nih.gov). Specific values used to generate graphs in this paper are provided in the Source data file. Source data are provided with this paper.

# Supplementary material for: Specific 3-O-sulfated heparan sulfate domains regulate salivary gland basement membrane metabolism and epithelial differentiation
**Source:** Nat Commun. 2024 Aug 31;15:7584. doi: 10.1038/s41467-024-51862-0
**Supplement:** Supplementary file 3 — Description Of Additional Supplementary Files

**Description of Additional supplementary file****Supplementary data 1:**

This Excel file contains the differentially expressed genes from RNAsequencing analysis of male and female DKO SMGs compared to WT SMGs.

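Supplementary Data 1 gives a gene name, a log2 fold change and an adjusted p-value per row for each sex, and then the genes found in females, in males and in both. The male part has 620 rows, and the male and common gene lists beside it hold 621 names together. The female part has 489 rows. In the male part, 372 of the paper's log2 fold changes are positive and 248 are negative, 256 are at least 2-fold and 364 are smaller. Of the 620 genes, 614 were tested in the male libraries analysed here. The paper's value had the opposite sign to the log2 fold change of DKO over WT for 613 of them, with a median absolute difference of 0.00306 after the sign was reversed, so positive values in the table mark genes lower in DKO. All 87 genes called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p under 0.05 are in the male part with this direction, and DESeq2's Wald test called 606 of its genes in that direction.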

How the deposited data were processed for this re-analysis (not part of the article)

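RNA from the SMGs of 9 adult male mice, 4 WT and 5 DKO, was sequenced by the authors with 1 unstranded Nextera XT library per mouse on a HiSeq2500. The female libraries were not analysed here. Of the files analysed, 1 holds raw read counts on 48733 rows: 48709 genes, of which 48349 matched a gene name in GENCODE M21 (GRCm38), 17 transgene rows and 7 spike-in rows with at most 1 count. A filtered table holds the same counts for 17562 rows. Each of these rows has a library with at least 6 counts and no row left out has more than 5, and they hold 99.98% of the reads. As deposited by the authors, the third file holds signal values, which are the filtered counts divided by 1 factor per library, the TMM-scaled library size in CPM units. All 158058 of its values gave back the whole counts of the filtered table. The paper's text names no aligner, counting tool, genome build, annotation or filter for these files.

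Total counts were 20653492 to 37870519 in WT (median 22301326) and 17053747 to 34683690 in DKO (median 26682224). The 20 most abundant genes took 56.0% ± 2.78 of the counts in WT (SD, n = 4) and 65.2% ± 4.00 in DKO (SD, n = 5). Pairwise correlations of log2 CPM between libraries lay between 0.936 and 0.980. The first principal component held 31.5% of the variance and the second 15.9%.

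The unfiltered counts were analysed in R 4.3.3 with edgeR 4.0.16, with TMM factors, the filterByExpr filter (minimum count 10, minimum total 15, which left 13842 rows) and the legacy quasi-likelihood fit with genotype as the single term. The common biological coefficient of variation was 0.235 and the prior degrees of freedom were 4.71. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted, with and without a 2-fold change. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values are TMM-normalized. A gene at or under 3 counts in all libraries of a group is given a bound against that floor and no fitted fold. Exact permutation tests covered all 126 splits of 4 against 5 and were two-sided. Gene lists were tested by camera with correlation 0.01 and by fry in limma 3.58.1, with Benjamini-Hochberg adjustment of camera's p over 11 lists. DESeq2 1.42.0 was run as an alternative, since the paper's methods name its Wald test. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 made the summaries.

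The tests were tried on simulated data built from these libraries, in which 200 of 13842 genes were changed. The edgeR test found 155 of the 200 (77.5%), and 6.63% of its 166 calls were unchanged genes. DESeq2 found 164 (82.0%), with 15.9% of 195 calls unchanged, and limma-voom with sample quality weights found 153 (76.5%), with 4.97% of 161. With no changed gene, each made 0 calls. The simulated counts were drawn once and separately for each gene, without shifts shared by genes within a library. Each changed gene moved at least 2-fold. The rates cannot be carried over to the real libraries, where smaller changes and shared shifts may occur.

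The lists, the comparisons, the genes to name and 21 alternative settings were written down before the data were examined, and 5 alternative settings were added after seeing the data. The genes named are those the paper's text names, the deleted genes, the Klk1b genes, the HS biosynthesis genes, the neomycin row, and the 5 largest and 5 smallest log2 fold changes among genes past both thresholds whose groups do not overlap. The lists are the 4 heatmap lists of Fig. 2b, the Klk1b genes, BM genes, FGFR-responsive genes, amino acid genes and ER chaperones of Supplementary Data 1, ATF4 targets and ER chaperones outside it, aminoacyl-tRNA synthetase genes, Y-linked genes, and marker lists for sublingual gland, parotid gland, lymphocytes, adipocytes, skeletal muscle, vascular smooth muscle, fibroblasts, endothelium and basal keratin cells. The alternatives changed the normalization, the tool, the filter, the table, the pseudocount, the design and the libraries, 1 choice at a time. For other splits, 100 of the 126 were drawn with a fixed seed and refitted. Gene models and the sequence matches of primers came from GENCODE M21. Of the genes that the paper's text names, 1 is not reported here. The female data, qPCR, staining and HS measurements of the paper were not analysed here.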

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

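All tests in this part were chosen only after the result was seen. For each named gene and list, Dixon's ratio of the gap at 1 end to the whole range was taken on the log2 scale in each group of 4 or 5 libraries. Of 150 groups, 8 passed the critical value, where chance gives 7.5, so the number of such groups is near what chance gives.

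In DKO, replicate 3 lay far below the other 4 libraries for *Klk1b9* (ratio 0.715) and *Klk1b21* (0.725). Its score for the duct heatmap genes was -3.22, and the next lowest DKO library had -1.83. A low scaling of that library would lower other lists too, but its endothelial score was 0.39, the highest of the 5. Reads split between Klk1b copies were not tested. By the animal numbers of the labels, this mouse is the only DKO mouse of its number group. The only WT mouse of that group, replicate 4, had a duct score of -0.137, within the WT range of -0.578 to 0.419. That value shows no lowering shared by both genotypes in the group. A single WT mouse cannot settle it, so a difference between these groups stays open for this library. No biological explanation was tested.

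WT replicate 2 lay far below the other WT libraries for *Tpm2* (0.876) and *Pdgfa* (0.866). DKO replicate 4 lay far above the other DKO libraries for *Fgf1* (0.747) and far below them for the amino acid genes of Supplementary Data 1 (0.762). These 2 libraries lay nearest to the other genotype in the MEC and duct scores. A mislabelled sample is argued against by the neomycin row, with 23 counts in DKO replicate 4 and 0 in WT replicate 2, and by *Hs3st3a1*, with 0 and 3 counts. No biological explanation was tested.

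*Mucl1* had 832879 counts in WT replicate 1 and 3410981 in DKO replicate 1, against 23 to 106 in the other 7 libraries (ratio 0.981 in WT and 0.905 in DKO). Reads shared with *Mucl2* would give *Mucl1* counts in each library, but the other 7 libraries had a *Mucl1* count of at most 17.0 ppm of the *Mucl2* count, against 282630.0 and 502271 ppm in these 2. Parotid tissue in both samples is argued against by the 6 parotid markers, which summed to 727 counts in WT replicate 1 and 277818 in DKO replicate 1. A variant near the gene cannot be told apart from other differences between the mice, since 1 of its 7 neighbours within 1 Mb parted the libraries as *Mucl1* did and 7 neighbours are too few. In the paper's source values for the qPCR of *Mucl1*, 4 DKO males ranged from 35.15 to 11453.8, with 86.94 the second highest, and 4 WT males from 0.6 to 2.17, which are the paper's values. Among the paper's females, 3 DKO ranged from 7402.88 to 8562.82 and 3 WT from 0.92 to 1.07. There, each DKO female was high and each WT female low.

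Beside 15 immunoglobulin segments, 24 genes parted the 9 libraries into a high and a low set with a gap of at least 3 on the log2 scale, among them *Mucl1* and *Bpifa2*. For 7 of the 24 genes, both genotypes were on both sides. *Ptp4a2*, named after its values were seen, had 37416 to 67570 counts in WT replicate 2 and DKO replicates 2 and 4, and 1992 to 6980 in the other 6 libraries. Variants that segregate among the mice may be the source. Of the 217 neighbours within 1 Mb that averaged over 1 CPM, around the 10 such genes with at least 2 libraries on each side, 33 parted the libraries in the same way, where the genome gives 12.33, a 2.68-fold excess. A permutation test against 10000 draws of random windows gave p = 0.0002, with a highest value of 34 in a draw. Errors of alignment or counting were not tested, and variants were not read from sequence.

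The neomycin row had 10 to 34 counts in the 5 DKO libraries and 0 in the 4 WT libraries. The paper's methods say that the knockout mice came from ES cells of a repository, and the design gives the genotype as a biological explanation. No technical explanation was tested for this row, and the *LacZ* row had 0 to 5 counts.

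*Bpifa2* had 253648 counts in DKO replicate 1 and 99 to 1924 in the other 8 libraries. Of the 5 other parotid markers, 4 were highest in this library (*Amy1*, *Prb1*, *Cst10* and *Dnase1*), with an exact binomial p of 6.94e-04. *Amy1* and *Cst10* are also among the 24 genes above. *Prh1* was the exception, with 8 counts there and 10 in DKO replicate 3. *Amy1* had 21760 counts there and at most 1152 in another library. Parotid tissue in that sample, by the other markers, is a candidate explanation. A difference in the mouse itself stays open, as it was not tested.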

How the results depend on the processing

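No test of an explanation is given in this part, and 5 alternatives were chosen after seeing the data: edgeR's newer and robust quasi-likelihood modes, limma-voom without sample weights, DESeq2 on the authors' filtered table, and the whole reads recovered from the authors' CPM. Of 11 gene lists, 10 kept their direction and their side of 0.05 by camera in each alternative that was run, and the list of FGFR-responsive genes changed sign. Its median, 0.00, became -0.02 with limma-voom with quality weights and with pseudocount 1, -0.05 with all genes of at least 1 count, with the filtered table and with the recovered reads, -0.07 with pseudocount 0.1, -0.01 with animal-number groups, -0.04 with DESeq2 on the filtered table, and -0.07 to 0.06 with 1 library left out. It is near 0 in each.

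The number of genes called depended on the processing. The 87 genes at an adjusted p under 0.05 (65 at 2-fold, 26.4% higher in DKO, 87 in the paper's table in its direction) became 616 with DESeq2 (254 at 2-fold, 39.8% higher, 606 in the paper's table). The counts were 148 (147 in the table) with limma-voom with quality weights, 347 (217 at 2-fold, 324 in the table) with all genes of at least 1 count and 176 (104, 175) with at least 10 counts in every sample. They were 13 (12, 13, 46.2% higher) with the filtered table and with the recovered reads, 6 (5, 6, 50.0% higher) with limma on CPM with pseudocount 1, and 332 (189, 311) with animal-number groups. Of the settings added later, robust edgeR gave 45 (37, 45), limma-voom without weights gave 4 (4, 4, 75.0% higher), and with DESeq2 on the filtered table there were 618 (257, 612, 40.3% higher). Blocking on replicate number gave 0 genes called, 0 at 2-fold and 0 in the table, with 2024 at an unadjusted p under 0.05. Residual correlations between WT and DKO mice of the same replicate number ranged from 0.0136 to 0.298. Correlations between mice of different numbers were not taken, so these values cannot tell whether the numbers pair the mice. The cause of the differing counts of genes was not tested for any of these settings. The adjusted p-values of the 87 genes lie just under the threshold, from 0.0222 to 0.0497.

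Leaving out 1 library gave 0 to 441 genes, 0 to 272 at 2-fold and 0 to 375 in the paper's table, with 25.5% to 100.0% higher where any gene was called. With fewer libraries, the test has fewer degrees of freedom, but without WT replicate 2 it called 306 and without DKO replicate 4 it called 441, so the calls depend on which library is left out. The median log2 fold change of all genes was at most 0.02 in each setting.

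Of 61 named genes tested in 1578 fits, 1168 fits gave the same direction and side, 231 were weaker, 148 stronger and 31 reversed in sign. The 20 named genes past the threshold had 512 fits, with 231 weaker and 0 reversed. The reversals were in 7 genes with log2 fold changes near 0 or carried by single libraries. Leaving out 1 library gave -11.78 to 14.18 for *Mucl1*, -0.03 to 0.50 for *Agr2*, -0.33 to 0.03 for *Ccn2*, -0.11 to 0.09 for *Col18a1*, -0.13 to 0.01 for *Sdc4*, -0.09 to 0.07 for *Ndst2* and -0.06 to 0.08 for *Ext2*. *Col18a1* was 0.04 with the replicate block. *Ndst2* was -6.2e-04 with the abundant genes left out of the scaling, -0.01 with at least 1 count and with at least 10 counts, -0.0019 with the filtered table and the recovered reads, -0.0047 with animal-number groups and -2.6e-04 with DESeq2 on the filtered table. *Ext2* was -0.01 with at least 1 count and with limma-voom without weights, -0.0025 with at least 10 counts, -0.0027 with pseudocount 1, -0.0035 with pseudocount 0.1 and -0.02 with the replicate block.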

Differences from the paper's values

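No test of an explanation is given in this part. The paper reports 621 DEGs between male DKO and WT SMGs, and 87 were called here by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, 2 came within 1.5 times the paper's number: DESeq2's Wald test, which the paper's methods name, with 616, and edgeR without DKO replicate 4, with 441. The other alternatives gave 0 to 347. DESeq2 with a prior on the fold change, set as an alternative for the 2-fold count, called 607. DESeq2 on the authors' filtered table, chosen after seeing the values, gave 618. DESeq2 with 1 library left out gave 266 to 887.

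The paper's text gives a 2-fold change as a selection parameter for its 621 DEGs, and 65 genes passed both thresholds here. None of the alternatives set before the data were examined came within 1.5 times, with 0 to 272 genes. DESeq2 gave 254 and, on the filtered table, 257, which was chosen after seeing the values. In the male part of the paper's Supplementary Data 1, 256 of 620 rows are at least 2-fold and 364 are smaller.

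The paper states that acinar markers make up most of the upregulated genes. Of the 23 genes called higher here, 6 are in its acinar heatmap, and of the 245 called higher by DESeq2, 22 are. Other acinar markers were not listed here. The paper's duct heatmap is described as reduced in DKO, while *Kit* was higher by 0.16 (standard error 0.20). The legend describes the heatmaps as DEGs, and DESeq2 did not call *Ceacam1*, *Bpifa2*, *Aqp5*, *Lpo*, *Agr2*, *Krt5*, *Kit* or *Kitl*.

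The paper describes *Lpo* and *Ceacam1* as increased in males, and its male qPCR p-values for both are under 0.05 (unpaired t-test). Its text describes *Ctgf* and *Kitl* as DEGs without tying them to males, and the qPCR p-values it lists for them are from females only. None of these 4 passed the threshold over all genes in the alternatives in which single genes were listed, while *Lpo* and *Ceacam1* passed it when adjusted over the acinar heatmap alone. Their log2 fold changes were 0.66, 0.33, -0.13 and -0.38. The paper also describes as changed *Mucl2*, *Egf*, *Acta2*, *Cnn1*, *Lama2*, *Krt14*, *Fgf1* and all 13 Klk1b genes. With edgeR, none of the first 7 and only *Klk1b27* of the Klk1b genes passed the threshold, and DESeq2 called all of them. DESeq2 with a prior on the fold change, and DESeq2 on the filtered table, which was chosen after seeing the values, also called all of them. The fits with all genes of at least 1 count and with animal-number groups called all but *Mucl2* and *Lama2*. Some were also called without DKO replicate 4, without WT replicate 2, with limma-voom with quality weights, with at least 10 counts in every sample and with pseudocount 0.1, and *Acta2* and *Cnn1* with edgeR's newer mode, which was chosen after seeing the values. For *Egf*, *Acta2*, *Cnn1*, *Krt14*, *Fgf1*, *Klk1b21* and *Klk1b24*, the paper lists male qPCR p-values under 0.05 (unpaired t-test).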

Other observations

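The tests on sublingual and parotid tissue, fibroblasts, reads shared with *Acta2*, depth, scaling and variants near the deleted genes, and the splits other than the one on the count of genes called, were chosen only after the result was seen.

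Of 100 splits of the 9 libraries into 4 and 5, the real one included, 2 gave as many genes called by edgeR and 3 by DESeq2, and 2 gave as many at 2-fold by either tool. The number of splits with a list median as far from 0 was 2 for the MEC, duct and Klk1b genes, 3 for the acinar, BM and amino acid genes, 5 for the growth factor genes, 11 for the ATF4 targets and the aminoacyl-tRNA synthetase genes, 25 for the ER chaperones outside Supplementary Data 1 and 98 for the FGFR-responsive genes. The split that groups DKO replicate 4 with the 4 WT libraries gave 318 genes by edgeR and 896 by DESeq2, more than the real one. Exchanging WT replicate 2 and DKO replicate 4 gave 27 and 657. The split of animal-number group A from B and C gave 1 and 18, and the median of the other splits was 0 and 3.

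The contractile genes lower in DKO are shared by MECs and other cells. The 5 genes tested from the vascular smooth muscle list were *Rgs5*, *Notch3*, *Higd1b*, *Kcnj8* and *Abcc9*, with a median log2 fold change of 0.22. This argues against a loss of the vessel cells that these genes mark. None of the 5 is among the contractile genes, so a loss of contractile cells of vessels cannot be excluded. The 6 fibroblast genes had a median of -0.72 (exact permutation test, p = 0.0714), but a loss of fibroblasts alone would leave the 4 basal keratin genes near 0, and their median was -0.62, with all 5 DKO libraries under each WT library (exact permutation test, p = 0.0159). Of those 4 genes, *Krt14* and *Krt5* are also in the MEC heatmap, which the study chose from these libraries. The 5 endothelial genes had a median of 0.27. From these libraries alone, a change in MECs stays open as a hypothesis and was not tested further here. The paper also reports reduced staining for smooth muscle actin in male DKO SMGs, and lower contractile genes by qPCR. Neither was analysed here. Each of these lists is expressed in the SMG.

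*Acta1*, a skeletal muscle gene, had 412 counts in WT and 32 in DKO. *Myh4* and *Myh1* had 0 counts in the 4 WT libraries, and *Ckm* changed by 0.61, which argues against skeletal muscle in the WT samples. The 3 tested genes of that list had a median of -0.78. Reads shared with *Acta2* would leave the ratio of the genes unchanged, but the log2 ratio changed by -2.11 (exact permutation test, p = 0.0238).

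Sublingual or parotid tissue in the DKO samples would raise its markers by at least as much as the acinar genes, and both marker lists were higher by more than the acinar median. The 3 tested sublingual genes had log2 fold changes from 1.25 to 2.43 (exact permutation test on the score, p = 0.571), and leaving out 1 library moved their median from -0.43 to 4.34. The parotid list had 2.67 over 3 genes (exact permutation test on the score, p = 0.127), and 0.54 without DKO replicate 1, the library with the parotid genes. The values per library argue against either tissue as the whole source. Without DKO replicate 1 the acinar list kept a median of 0.88, while *Amy1* changed by -0.86. DKO replicates 3 and 5 had sublingual scores of -2.45 and -2.20, under the WT mean, and acinar scores of 1.50 and 1.20, above the highest WT score, 0.34. The lymphocyte genes had a median of -0.20 and the adipocyte genes 0.46, over 3 tested genes each (exact permutation tests on the scores, p = 0.413 and 0.762), and leaving out 1 library moved the adipocyte median from -0.38 to 0.52. A shift of lymph node or adipose tissue cannot be told apart from none, as the genes are few and the spread is wide. *Bpifa2* is in both the parotid and the acinar list.

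Abundant genes could distort the scaling. Leaving the 20 most abundant genes and the Klk1 family out of the TMM factors gave 90 genes, but that setting barely moved the factors, so it cannot be told apart. A single scaling error is argued against by the MEC score minus the endothelial score, which changed by -1.35 (exact permutation test, p = 0.00794, the smallest it can give). Animal-number groups as a term gave 332 genes in place of 87, so they do not carry the difference. Total counts did not differ between the groups (exact permutation test, p = 0.992).

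The 20 amino acid genes had a median log2 fold change of 0.84, all 20 higher, with *Psat1* and *Aldh1l2* past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and all 20 by DESeq2, fry p = 0.00443, exact permutation p = 0.0238 and camera adjusted p = 3.27e-25. These genes were seen in Supplementary Data 1, so this is not independent. Of the 20, 6 are in the acinar heatmap, *Psat1* and *Aldh1l2* among them. A larger share of acinar cells cannot be told apart from a change within cells, since it was not shown here that ER chaperones follow that share. The 15 ER chaperones tested outside the table had a median of -0.31 (camera adjusted p = 0.00151, fry p = 0.186, exact permutation p = 0.294), the 5 in the table had -0.80, and the amino acid score minus the chaperone score differed by exact permutation at p = 0.0159. A response through ATF4 may be the source. The 12 ATF4 targets tested outside the table had a median of 0.54 (camera adjusted p = 0.00187, fry p = 0.127, exact permutation p = 0.119), and the 18 aminoacyl-tRNA synthetase genes had 0.25 (camera adjusted p = 0.00151, fry p = 0.173, exact permutation p = 0.175), which cannot be told apart from no response at this number of mice.

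*Trim16* and *Myo15*, 1.03 and 3.36 Mb from the deleted genes, were called lower in DKO and were named after their values were seen. A variant linked to the deleted genes could lower them, but of 115 tested genes within 5 Mb, 13 (11.3%) had an unadjusted p under 0.05, against 14.5% of the other genes (one-sided Fisher's exact test, p = 0.868), which cannot be told apart for 2 genes. *Cox10* changed by 0.25 (standard error 0.15).

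In males, *Aqp5* changed by 0.50 (standard error 0.21), *Agt* by 1.16 (0.26) and *Agr2* by 0.14 (0.27), and none passed an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called *Agt*. The 11 tested FGFR-responsive genes had a median of 0.00, with 5 lower and 6 higher (camera adjusted p = 0.656, fry p = 0.645, exact permutation p = 0.992). The 8 tested HS biosynthesis genes had a median of 0.10, from -0.62 for *Ext1* to 0.36 for *Hs2st1*, with 0 called and 1 at an unadjusted p under 0.05. The other 8 genes of that list were not tested because of low counts. *Klk1*, outside the Klk1b genes and named after its values were seen, changed by 0.58 (standard error 0.23). The 4 Y-linked genes had a median of 0.12.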
